# Spatial and phenotypic heterogeneity of resident and monocyte-derived macrophages during inflammatory exacerbations leading to pulmonary fibrosis

**DOI:** 10.3389/fimmu.2024.1425466

**Published:** 2024-07-19

**Authors:** Philip J. Moos, Jenna R. Cheminant, Sophie Cowman, Jessica Noll, Qiuming Wang, Teresa Musci, Alessandro Venosa

**Keywords:** alveolar type-2 cell, surfactant protein-C I73T mutant, pulmonary fibrosis, alveolar macrophages, monocyte-derived macrophages, apolipoprotein-E, fibronectin1, osteopontin1

## Abstract

**Introduction:**

Genetic mutations in critical nodes of pulmonary epithelial function are linked to the pathogenesis of pulmonary fibrosis (PF) and other interstitial lung diseases. The slow progression of these pathologies is often intermitted and accelerated by acute exacerbations, complex non-resolving cycles of inflammation and parenchymal damage, resulting in lung function decline and death. Excess monocyte mobilization during the initial phase of an acute exacerbation, and their long-term persistence in the lung, is linked to poor disease outcome.

**Methods:**

The present work leverages a clinical idiopathic PF dataset and a murine model of acute inflammatory exacerbations triggered by mutation in the alveolar type-2 cell-restricted Surfactant Protein-C [SP-C] gene to spatially and phenotypically define monocyte/macrophage changes in the fibrosing lung.

**Results:**

SP-C mutation triggered heterogeneous CD68^+^ macrophage activation, with highly active peri-injured cells relative to those sampled from fully remodeled and healthy regions. Ingenuity pathway analysis of sorted CD11b^-^SigF^+^CD11c^+^ alveolar macrophages defined asynchronous activation of extracellular matrix re-organization, cellular mobilization, and Apolipoprotein E (*Apoe)* signaling in the fibrosing lung. Cell-cell communication analysis of single cell sequencing datasets predicted pro-fibrogenic signaling (*fibronectin/Fn1, osteopontin/Spp1*, and *Tgfb1*) emanating from *Trem2/TREM2* ^+^ interstitial macrophages. These cells also produced a distinct lipid signature from alveolar macrophages and monocytes, characterized by *Apoe* expression. Mono- and di-allelic genetic deletion of ApoE in SP-C mutant mice had limited impact on inflammation and mortality up to 42 day after injury.

**Discussion:**

Together, these results provide a detailed spatio-temporal picture of resident, interstitial, and monocyte-derived macrophages during SP-C induced inflammatory exacerbations and end-stage clinical PF, and propose ApoE as a biomarker to identify activated macrophages involved in tissue remodeling.

## Introduction

Acute inflammatory exacerbations represent a key feature in the evolution of interstitial lung diseases (ILD). This cluster of chronic progressive pathologies includes idiopathic pulmonary fibrosis, non-specific interstitial pneumonia, connective tissue disease associated ILD, chronic hypersensitivity pneumonitis, pneumoconiosis, sarcoidosis, and more (1, 2). The exact sequence of events igniting these flare-ups have yet to be fully understood. However, epidemiological and experimental evidence suggest that a combination of genetic susceptibility, preexistent pulmonary and systemic conditions, biological aging/senescence of the alveolar compartment, and external stressors (environmental toxic exposure) contribute to the repeated cycles of focal inflammation, spatially heterogenous injury, and aberrant repair characteristic of fibrotic disease (3–7).

To date, over 60 mutations in the alveolar epithelial type 2 specific gene encoding for the surfactant protein C (SP-C) have been linked to the development of a fibrotic phenotype, with the isoleucine-to-threonine missense substitution at position 73 of the SP-C proprotein (SP-C^I73T^) representing the most common (8–10). Our group has previously characterized endoplasmic reticulum toxicity and macroautophagy block resulting from aberrant processing and trafficking of the SP-C proprotein and described the sequelae of immunological events accompanying tissue remodeling (8, 9, 11, 12). Here, we expand on this prior investigation by defining the spatial and phenotypic distribution of monocytes and macrophages responding to the initial epithelial injury and establish patterns of intercellular communication among cellular species in the lung.

Mounting evidence supports the notion that inflammatory monocyte mobilization in the fibrosing lung represents a valid indicator of poor disease prognosis (13, 14). Yet, experimental modeling and clinical trials designed to non-specifically target inflammation (e.g., corticosteroids, broad spectrum cytokine modulation) have revealed low efficacy or even harmful toxicities (15). Among the reasons for this therapeutic failure is the absence of a nuance approach capable of controlling the maturation, activation, and persistence of ontologically and phenotypically heterogeneous cellular entities, and the relatively fragmented understanding of the spatial distribution of cells and signals in a temporally extended pathology such as fibrosis (16–18). Experimental evidence highlights distinct transcriptomes emanating from tissue-resident and monocyte-derived macrophages (19, 20), with the latter generating a complex fibrogenic signature (10, 21, 22). The fibronectin/FN1, osteopontin/SPP1, tumor growth factor (TGF)β1, and interleukin 4/13 signaling pathways represent the most studied networks mediating tissue remodeling (23–27), while metabolic networks have gained traction as potential targets in chronic inflammatory diseases (28, 29). *In vitro* systems establish a reliance on glycolysis in response to canonical pro-inflammatory signals (IFNγ, LPS), juxtaposed to fatty acid oxidation, tricarboxylic acid cycle, and mitochondrial oxidative phosphorylation following challenge with anti-inflammatory and pro-remodeling signals (IL-10, IL-4/13, TGFβ1) (30–32). This evidence emphasizes the importance of factors governing lipid synthesis, handling, and metabolism (*PPARγ, LXR, FXR, SREBP1*) in regulating macrophage function (33, 34). The cholesterol and phospholipid transporter apolipoprotein E (ApoE) has been linked to monocyte-derived macrophage activation in chemical-induced injury, though there is limited evidence that these responses are consistent across the spectrum of fibrosis (35, 36).

Through a combination of bulk, single cell, and spatial transcriptomics we show a hyperactive niche of macrophages surrounding fully remodeled lung regions during fibrogenic exacerbations triggered by mutant SP-C induction. Cellular annotation and communication analysis identify time-related changes in intercellular networks, with alveolar and interstitial/*Trem2* ^+^ macrophages and inflammatory monocytes responsible for *Spp1, Fn1*, and *Tgfβ1* pro-fibrotic signaling. Analysis of human idiopathic PF confirms the presence of an interstitial population responsible for pro-fibrotic signaling in the diseased lung. Our findings also highlight disease-related shifts in lipid transcriptional signatures and interstitial/*Trem2* ^+^ macrophages as the sole cellular cluster expressing ApoE. While genetic ablation of ApoE in SP-C^I73T^ induced injury did not significantly impact fibrotic disease outcome, our results pinpoint this molecule as a potential biomarker identifying fibrogenic myeloid populations. Together, these results reveal temporal and phenotypic heterogeneity in the macrophage compartment and implicates *Trem2* ^+^ interstitial macrophages and their monocytic precursors as viable targets for anti-fibrogenic therapy.

## Materials and methods

### Sex as a biological variable

These studies utilized both male and female mice.

### Murine model of SP-C^I73T^ induced lung injury

Tamoxifen inducible SP-C^I73T^ mice were generated as previously reported (9). For studies investigating the role of the apoliproprotein E in SP-C^I73T^ induced injury, a parallel line was crossed with ApoE knock out mice purchased from Jackson laboratories (Strain #002052, The Jackson Laboratory, Bar Harbor, ME). Briefly, an estrogen receptor (ER)-2 controlled Flp-O recombinase strain knocked into the Rosa26 locus (The Jackson Laboratory). Adult homozygote SP-C^I73T^Flp mice (8-12 weeks) received two tamoxifen oral gavages three days apart (90 mg/kg each) to excise a neomycin cassette placed within the *Sftpc* gene. Both male and female animals were used for the studies. For studies involving apoE mutants, a SP-C^I73T^ApoE^WT/KO^ breeding pair was utilized (SP-C^I73T^ApoE^HET^) so as to generate wild type, heterozygous, and homozygous experimental littermates. Control groups mice are represented as pooled data from tamoxifen treated SP-C^I73T^ not expressing Flp-O recombinase or oil (vehicle) treated Flp-O expressing SP-C^I73T^ mice. All mice were housed under pathogen free conditions in AALAC approved barrier facilities at the Skaggs College of Pharmacy, University of Utah. All experiments were approved by the Institutional Animal Care and Use Committee, University of Utah.

### Reagents

Tamoxifen (non-pharmaceutical grade) was purchased from Sigma-Aldrich (St Louis, MO). Giemsa cytological stain was purchased from Sigma-Aldrich. Antibody list: *Spp1* (RNAscope^®^ Probe Green, Ref#435191); *Tgfb1* (RNAscope^®^ Probe Red, Ref# 407751-C2); *Apoe* (for *in situ* hybridization – Advanced Cell Diagnostics, RNAscope^®^ LS 2.5 Probe #313278; for immunohistochemical - Abcam; Cat #ab183597, 1:500; for western blot – Cell Signaling Technology, Cat #49285, 1:1000), CD68 for immunohistochemistry (Cell Signaling Technology; Cat # 97778; 1:1000). Flow cytometric panel for cell sorting and bulk sequencing of macrophages CD16/32 (clone 93; eBiosciences, San Diego, CA), CD11b (clone # M1/70; eFluo450, eBiosciences); Fixable Viability dye (Cat # 65-0865-14; eFluo780, eBiosciences); SigF (clone S17007L; PE-CF594, BD Biosciences, San Jose, CA); CD45 (clone 30-F11; PerCP5.5, Biolegend, San Diego, CA); CD11c (clone # N418; BV705, Biolegend); Ly6G (clone # 1A8; AF700, Biolegend); CD64 (clone X54-5/7.1; PE/Cy7, Biolegend); CD3 (clone # 17A2; BUV395, Biolegend). All other reagents were purchased from Thermo Fisher Scientific, Inc. (Waltham, MA) or Sigma-Aldrich.

### Bronchoalveolar lavage, cell counts, ELISA, and western blot analysis

Following terminal anesthesia, inert mice were subject to cannulation. Bronchoalveolar lavage (BAL) fluid was collected from mice using 1 mL sterile saline lavage and collected into a microcentrifuge tube. Four additional lavages were performed and collected in a separate container. The two fractions were then spun at 400 × g, 6 min. Supernatant from the first lavage was collected and immediately frozen at -80°C for ELISA and western blot analysis, while the two cellular pellets were combined and suspended in 1 ml of saline solution for cell counts, flow cytometric, or RNA sequencing analysis. BAL cells were enumerated using a NucleoCounter (New Brunswick Scientific, Edison, NJ). Aliquots of first lavage were analyzed for IL-4 and IL-13 levels using the Luminex platform (Panel MCYTOMAG-70K-17) following Thermo Fisher’s protocol. For western blot, equal volumes (15 µl) of thawed BAL fluid were loaded onto 4-12% NuPage Bis-Tris gels (ThermoFisher Scientific) with NuPage 4X LDS sample buffer (ThermoFisher Scientific) and then electrophoresed approximately 90 minutes using a constant voltage of 100V. Proteins from the gels were then transferred to a 0.45 μm PVDF membrane at 30V and 4°C for one hour and blocked in 5% non-fat dried milk (NFDM). The membranes were subsequently probed with primary ApoE antibodies. The SuperSignal West Dura Chemiluminescent Substrate detection system was applied before exposing the membrane on the ProteinSimple FluorChem M imager (BioTechne).

### Histology, histochemical and *In situ* hybridization analysis

For histological and histochemical analysis, lungs from unresponsive anesthetized mice were cleared of excess blood through cardiac perfusion with 0.9% sodium chloride solution. A 20-gauge cannula was inserted in the trachea for tissue fixation with 10% neutral buffer formalin at constant pressure (25 cm H_2_O). A suture was used to seal the tracheal opening upon cannula removal, thus avoiding pulmonary deflation during the fixation process. Tissue was placed in a histology cassette and submerged in 10% neutral buffer formalin for 72 h. The suture was then removed, and the lung sequentially moved to a 2% sucrose solution (in PBS, two washes of 5 min) and 70% ethyl alcohol. The submerged cassettes were submitted to the University of Utah histology core (Associated Regional and University Pathologists Inc.) for embedding. Paraffin blocks were sectioned at 6 µm thickness and used for Hematoxylin & Eosin (H&E) or immunohistochemical staining, alone or in combination with *in situ* hybridization as previously described (37). For protein staining, paraffin was removed using xylene solutions followed by gradient alcohol washes (100-50%). Citrate antigen retrieval (10.2 mM sodium citrate, pH 6.0, for 20 min) and endogenous peroxidase quenching with 3% hydrogen peroxide in methanol (30 min) were performed. Serum-based blocking (10% goat serum in PBS) preceded the overnight incubation with anti-rabbit primary antibody. In all studies, a serum/IgG control was used. During the second day, slides underwent incubation with a biotinylated secondary antibody (30 minutes, Vectastain Elite ABC kit, Vector Labs, Burlingame, CA) and chromogenic reaction achieved using a Peroxidase Substrate Kit DAB (Vector Labs). Counterstain was accomplished with Harris Modified Hematoxylin (Thermo Fisher Scientific, Inc.). For *in situ* hybridization studies, after paraffin removal with xylene/alcohol solutions, slides were air dried. Peroxidase quenching (10 min, away from light) was followed by antigen retrieval (20 min, RNAscope^®^ Target Retrieval Reagent, ACD) and incubation with protease IV (30min, RNAscope^®^ Protease IV Reagent, ACD). Excess solution was then washed off. Slides were then incubated for 2 hours in a 40°C hybridization oven with a *Spp1*, *Tgfb1, or Apoe* probe. A series of signal amplification steps (6 for single color detection, 10 for double-staining assay) and washes were followed by chromogen development. At this point the experiment was either concluded with counterstain and toluene-based permount coverslip placement, or the immunohistochemistry protocol resumed from the blocking and primary antibody step as described above.

### Fluorescence activated cell sorting

In some studies, following cardiac perfusion the left lobe was tied off with a suture and removed for flow cytometric and FACS analysis. Tissue was minced with surgical scissors and transferred into a 50 ml conical tube and incubated (37°C, 30 minutes) in DMEM + 5% FBS + 2 mg/ml Collagenase D (Cat #11088866001, Roche, Indianapolis, IN). Digested lungs were passed through 70-μm nylon mesh to obtain a single-cell suspension, counted and mixed with ACK Lysis Buffer (Thermo Fisher Scientific, Inc.) to remove any remaining red blood cells. The single cell suspension was counted and resuspended to yield 1 x 10^6^ cells per 100µl of flow cytometry staining buffer (PBS+0.1% sodium azide). Cells were then incubated with anti-mouse CD16/32 antibody for 10 min at 4°C to block nonspecific binding. This was followed by 30-minute incubation with fluorescently-tagged antibodies or appropriate isotype controls (0.25–1.5 µg/10^6^ cells) for 30 minutes (4°C). Cells were then spun and resuspended in staining buffer for viability staining (30 minutes at 4°C). Cells were fixed in 2% paraformaldehyde and sorted using a FACS ARIA (BD Biosciences). Alveolar macrophages (SigF^+^CD11b^-^CD11c^+^) were identified following forward and side scatter selection of singlet CD45^+^ viable cells. To ensure cell sorting of a purified population, a series of exclusion gates were designed to remove eosinophils (SigF^int^CD11b^+^CD11c^-^), neutrophils (Ly6G^+^) and lymphocytes (CD3^+^). All analysis was performed using FlowJo software (FlowJo, LLC, Ashland, Oregon).

### Bulk and single-cell RNA sequencing preparation and analysis

For bulk RNA sequencing studies (deposited on NCBI GEO GSE166300), sorted SigF^+^CD11b^-^CD11c^+^ macrophages underwent RNA extraction using Qiagen RNeasy Plus Universal mini kit following manufacturer’s instructions (Qiagen, Hilden, Germany). Extracted RNA samples were quantified using a Qubit 2.0 Fluorometer (Life Technologies, Carlsbad, CA, USA) and RNA integrity was checked using Agilent TapeStation 4200 (Agilent Technologies, Palo Alto, CA, USA). RNA sequencing libraries were prepared using the NEBNext Ultra RNA Library Prep Kit for Illumina following manufacturer’s instructions (NEB, Ipswich, MA, USA). Briefly, mRNAs were first enriched with Oligo(dT) beads. Enriched mRNAs were fragmented for 15 minutes at 94°C. First-strand and second strand cDNAs were subsequently synthesized. cDNA fragments were end-repaired and adenylated at 3’ends, and universal adapters were ligated to cDNA fragments, followed by index addition and library enrichment by limited-cycle PCR. The sequencing libraries were validated on the Agilent TapeStation (Agilent Technologies, Palo Alto, CA, USA), and quantified by using Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA) as well as by quantitative PCR (KAPA Biosystems, Wilmington, MA, USA). The sequencing libraries were pooled and clustered on 1 lane of a flow cell. After clustering, the flowcell was loaded on the Illumina HiSeq4000 instrument according to manufacturer’s instructions. The samples were sequenced using a 2x150bp Paired End (PE) configuration. Image analysis and base calling were conducted by the HiSeq Control Software (HCS). Raw sequence data (bcl files) generated from Illumina HiSeq was converted into fastq files and de-multiplexed using Illumina’s bcl2fastq 2.17 software. One mismatch was allowed for index sequence identification. Analysis of RNA counts was performed using R (3.6.3) (38). Differential gene expression analysis was conducted using the hciR package (39). Further pathway analysis was conducted using IPA (QIAGEN Inc). Datasets were filtered using log2 fold change (minimum -1 or 1) and p-value cut offs (minimum p<0.05) to ensure an appropriate number of molecules (200-3000) were used in the IPA pipeline.

Single-cell RNA sequencing raw data of SP-C^I73T^ model were deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession numbers GSE247520 and GSE196657. Tissue collection and single cell suspension were achieved using mechanical mincing, digestion in Collagenase D, red blood cell lysis, and suspension created by using a 70-μm strainer. RNA extraction and library preparation are described in the published manuscript (10). Mining of human control and IPF lungs are accessible through GSE136831 (40). As described by Adams et al., representative apical and basal segments of explanted lungs were minced mechanically, digested [elastase (30 U/ml) + deoxyribonuclease I (0.2 mg/ml) + liberase (0.3 mg/ml) + 1% penicillin/streptomycin], cleared of red blood cells, and single cell suspension created using a 100/70/40 strainers (40). Re-analysis of each single-cell dataset included dimension reduction and clustering by SCTransformation (0.3.5) using the Gamma-Poisson generalized linear model method (glmGamPoi, 1.8.0) and were performed using the Seurat (4.0.4) package (41–45). Multiple levels of resolution were evaluated using Clustree (0.5.0). The data was assessed for cell cycle effects using CellCycleScoring and regressed for uneven cell cycle expression across clusters. Cell types were identified using differential gene expression and all manual annotations were compared to those produced through automated classification using SingleR (1.10.0). A specific R package was used to interface with enrichR database (46). For pseudotime analysis, monocle-3 software was used, while cell-cell communication analysis was conducted with CellChat software (47–51).

### Spatial transcriptomic analysis

For spatial analysis (deposited on NCBI GEO GSE264128), neutral buffered formalin-fixed lungs were inflated without bronchoalveolar lavage. Paraffin-embedded sections were baked for 1 hour at 60°C and stained according to the NanoString Leica BOND RX RNA FFPE Semi-Automatic protocol. Following Proteinase K (1.0ug/mL, 15 min) and ER2 (20 min) processing, sections were incubated with fluorescently tagged antibodies against PanCytokeratin (PanCK, Novus Biologics, NBP2-33200AF488; 1:400), Syto83 (S11364; 1:10, Thermo Fisher Scientific, Inc.), CD45 (Nanostring Technologies, 121302304; 1:5), and CD68 (Abcam, ab125212; 1:25). Regions of interest (ROI; N = 3, healthy; N = 4, peri-injured, N = 5, injured/remodeled) were selected based on histopathological assessment of inflammation and epithelial thickening and remodeling. 

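From each region of interest, the GeoMx instrument collected the probe barcodes of a pair of segments in turn, the CD45+CD68+ cells and the DNA-positive area without CD45, called the non-immune segment here. The CD68 segments of the 12 regions covered areas between 3167 and 20897, and the non-immune segments areas between 21304 and 74950, in a unit that the authors' worksheet does not name. Counts of the 6000 probes with the highest mean share were compared between the compartments in a single fit, with 1 term for each compartment and region class. By edgeR's quasi-likelihood test, 749 probes differed between CD68 and non-immune segments at a Benjamini-Hochberg adjusted p under 0.05. Of these, 172 were higher and 577 were lower in CD68 segments. The balance moved with the scaling, with 210 higher and 309 lower under TMM normalization, and 256 higher and 258 lower with the size factors of DESeq2. The regions came from 1 control mouse and 1 injured mouse, so that p-values over regions are too small for a statement about animals.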

Tissue segmentation selectively identified CD45^+^CD68^+^ macrophages. The collection plate was then removed from the GeoMx instrument and prepared for sequencing. The GeoMx library was prepared, processed, and sequenced according to the NanoString NGS Readout User Manual Protocol (ref. MAN-10153-04). Sequencing was performed on the Illumina NovaSeq 6000, S2 v1.5 with a 100 cycles flowcell at 27 bp pair-end reads. Generated FASTQ files were then processed to DCC files utilizing the NanoString GeoMx NGS Pipeline according to manufacturer’s instructions. Gene expression was analyzed using Nanostring DSP analysis software (NanoString Technologies) with built-in statistical analyses. Raw data counts were run through internal quality control and biological probe quality control.

### Statistical analysis

Unless otherwise indicated, all data are presented as group mean ± SE. Statistical analyses were performed with Prism GraphPad 9.4 (GraphPad Software, San Diego, CA). Student’s t-tests were used for paired data; for analyses involving multiple groups, one-way or two-way analysis of variance (ANOVA) was performed with *post hoc* testing as indicated. Survival analyses were performed using Log Rank (Mantel-Cox) test. For spatial analysis, segments were filtered to 55% of the limit of quantitation (LOQ) to render the top 6,000 expressed genes. Filtered genes were normalized to Q3 (3^rd^ quartile of all selected targets). 

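The third quartile of the raw counts, taken over the 6000 probes kept here, was a small whole number in every CD68 segment. It was 3 counts in peri-injured region 9, 4 in peri-injured region 12 and healthy region 13, 5 in healthy region 1, 9 in peri-injured regions 6 and 10 and 10 in injured region 5. A step of a single count in this factor therefore changes the normalized values of the shallow segments more than those of the deep ones. The kept probes held between 49.2% (injured region 4) and 63.3% (peri-injured region 10) of the counts of a CD68 segment. Between 10 of the kept probes (injured region 5) and 1157 (peri-injured region 9) had no count at all. The choice of factor shifted all probes together. Between injured and healthy CD68 segments, the median log2 fold change over the kept probes was 0.21 with this factor and 0.04 with TMM factors.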

Hierarchical clustering was performed as quality control. CD68 ROIs were compared across regions using a linear mixed model (LMM) with Benjamini-Hochberg (BH) correction and a random effect for the region. For RNA sequencing pathway analysis, Wilcoxon rank sum test was used. In all cases, statistical significance was considered at p *≤* 0.05.

## Results

### Spatial discrimination of activated macrophages during SP-C^I73T^-induced injury

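Lung sections of 1 control mouse and of 1 mouse 14 days after induction of SP-C I73T, a mutant surfactant protein C that injures alveolar type II cells, were profiled with the GeoMx Digital Spatial Profiler. In this assay, probes of the Mouse Whole Transcriptome Atlas are hybridized to the tissue, and the barcode of each probe is released by light from a chosen segment and sequenced. The paper gives 2 gavages of 90 mg/kg tamoxifen, and the sample labels give 1 gavage of 175 mg/kg. Regions 1, 3 and 13 of the control lung were healthy. In the injured lung, regions 6, 9, 10 and 12 were peri-injured and regions 4, 5, 7, 8 and 11 were injured. The segment annotation of Supplementary Table 1 lists region 4 with the tissue number of the control lung but with the treatment of the injured one, and it was taken as injured. All regions of a class thus came from the same animal. A p-value over regions describes these sections and is too small for a statement about animals, and each comparison with healthy regions also compares the 2 mice.

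The authors aligned the reads to the probe barcodes and removed duplicates by unique molecular identifier with the GeoMx NGS Pipeline (version 2.3.4 in the count files and 2.3.5 in their metadata sheet). The deposited values are raw deduplicated counts for 20175 probes. The CD68 segments held between 35909 and 56172 counts in healthy regions (median 43633, n = 3), between 21955 and 93567 in peri-injured regions (median 61263.5, n = 4) and between 71786 and 119493 in injured regions (median 74139, n = 5). The non-immune segments, on which the paper does not report, were deeper, with totals between 80259 and 671249. A median probe had 2.5 counts in a CD68 segment and 13.3 in a non-immune segment. The reaction without tissue held 1 count from 150068 raw reads.

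**Figure D1:**
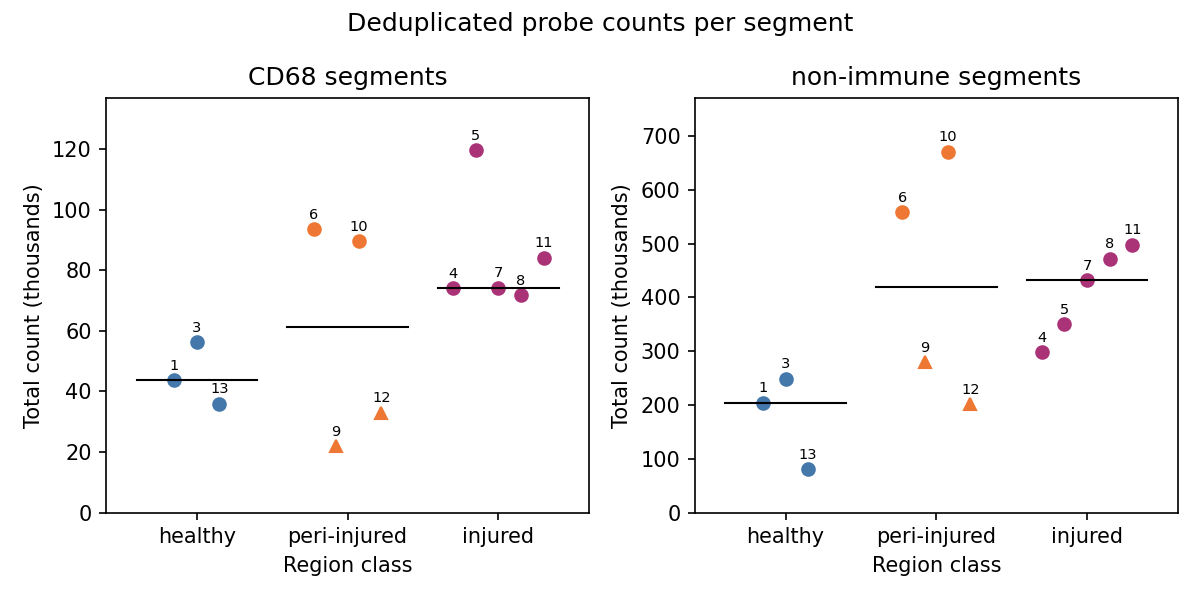
Total deduplicated count (vertical axis, in units of 1000) of each CD68 and each non-immune segment by region class (horizontal axis), with the region number above each point, triangles for the distal peri-injured regions and a line at the median of each class. The distal regions 9 and 12 hold 21955 and 33021 counts in their CD68 segments, below every injured CD68 segment.

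In their further analysis, the authors filtered on the limit of quantitation, normalized to Q3 and fitted a linear mixed model with a random effect for the region. The limit of quantitation rests on negative control probes, which the count files do not name, so the probes with the highest mean share of the CD68 counts were kept instead. They were normalized to the 75th percentile, and the 3 region classes were compared in 1 fit over the 12 CD68 segments. A region holds 1 CD68 segment, and no random effect was fitted. Probes are listed by identifier without gene symbols, so the paper's named genes and Reactome pathways were not analysed here. On simulated counts with the totals of these segments, in which 200 of the 6000 probes were changed between peri-injured and injured regions, the test recovered 6.0% of the 2-fold and 58.0% of the 4-fold changes, with 2.2 false calls on average. A 2-fold change was thus mostly not detectable at this depth. Apart from the changed probes, all simulated segments shared the same mean profile, with a smooth trend of spread. Unlike the real segments, they had no difference in the share of background counts and no probes set apart by a single segment. The low number of false calls may therefore not carry over to the real calls.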

To spatially define the phenotype of macrophages involved in fibrotic lung injury, fluorescent antibodies recognizing DNA (green), CD45 (yellow) and CD68 (red) were used to perform bulk sequencing in the injured/remodeled or peri-injured alveolar regions of the lung 14 days post SP-C^I73T^ injury. A control (non-induced) lung was used to define baseline activation. Identification of injured regions was based on histopathological evaluation of all five lobes in the tissue sections. Four peri-injured areas were selected: two in relative proximity to the injury (areas of interest 006 and 010) and two distal region (areas of interest 009 and 012) (**Figure 1A**). 

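On the slide coordinates in Supplementary Table 1, whose unit is not named, region 6 lay 4068 units and region 10 lay 4513 units from the nearest injured region, which was region 5 for both. The distal regions lay farther away, with 7495 units from region 12 and 12149 units from region 9 to injured region 7. The CD68 segments of the proximal and the distal regions also differed in size. The area was 8023 in region 6 and 8389 in region 10, against 3167 in region 9 and 3595 in region 12. The supplement counts 125 nuclei in region 6, 130 in region 10, 45 in region 9 and 72 in region 12. The proximal segments held on average 3.33 times the counts of the distal ones. With 1 region left out in turn, this ratio lay between 2.77 and 4.17. Both members of each pair lay apart from both members of the other in area, nuclei and count, but 4 regions form only 3 pairs of pairs, so that no exact test can reach a p under 0.05.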

Cell-type deconvolution analysis was used to resolve monocyte/macrophage specific expression signature from the dataset (52) (**Supplementary Table 1**). Principal component analysis identified clustering of transcriptomes based on sampling annotation, with separation in the peri-injured regions based on proximity to injury (**Figure 1B**; **Supplementary Table 1**). 

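Principal components were computed from the log2 of the Q3-normalized counts plus 1. Region class accounted for 28.6% of the variance between the 12 CD68 segments (pseudo-F 1.80). This was the highest of all assignments of the segments to classes of these sizes (exact permutation test over regions of 1 mouse per class, p = 3.6e-05, the smallest they can give). The first 3 components held 20.3%, 15.0% and 13.0% of the variance. Taken over the first 5 components, as in Supplementary Table 1, these shares were 30.0%, 22.1% and 19.3%, and the values in the paper's table are 28.4%, 20.6% and 18.3%. Similar shares do not make the components the same. Scores on component 1 correlated with those of the paper's component 1 at Pearson's r = 0.49, and the paper's component 1 had an r of -0.23 with the log10 of the total count. Scores on component 1 were highest in the distal peri-injured regions, at 72.7 in region 9 and 20.9 in region 12, against 4.98 in region 6 and 5.46 in region 10. Component 1 fell with the log10 of the total count (Pearson's r = -0.71, permutation p = 0.0097), while Spearman's rho was -0.37 (permutation p = 0.235). With the same scores but without regions 9 and 12, which lie farthest from the median depth, r was -0.097. With components computed anew without region 9 alone, r was -0.34, and without region 12 alone it was -0.72. Component 1 can be another axis in such fits. Among the fits with 1 region left out, the relation was weakest without region 9.

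The distance between the means of the proximal and the distal pair was 67.4, against a mean of 60.4 for the other 2 ways to pair the same 4 segments. When every CD68 segment was thinned to the total of region 9, both values were 51.5. After the same thinning, region class still separated the segments (pseudo-F 1.34, exact permutation test over regions, p = 1.1e-04), and r of component 1 with the original depth was -0.28 (permutation p = 0.375).

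**Figure D2:**
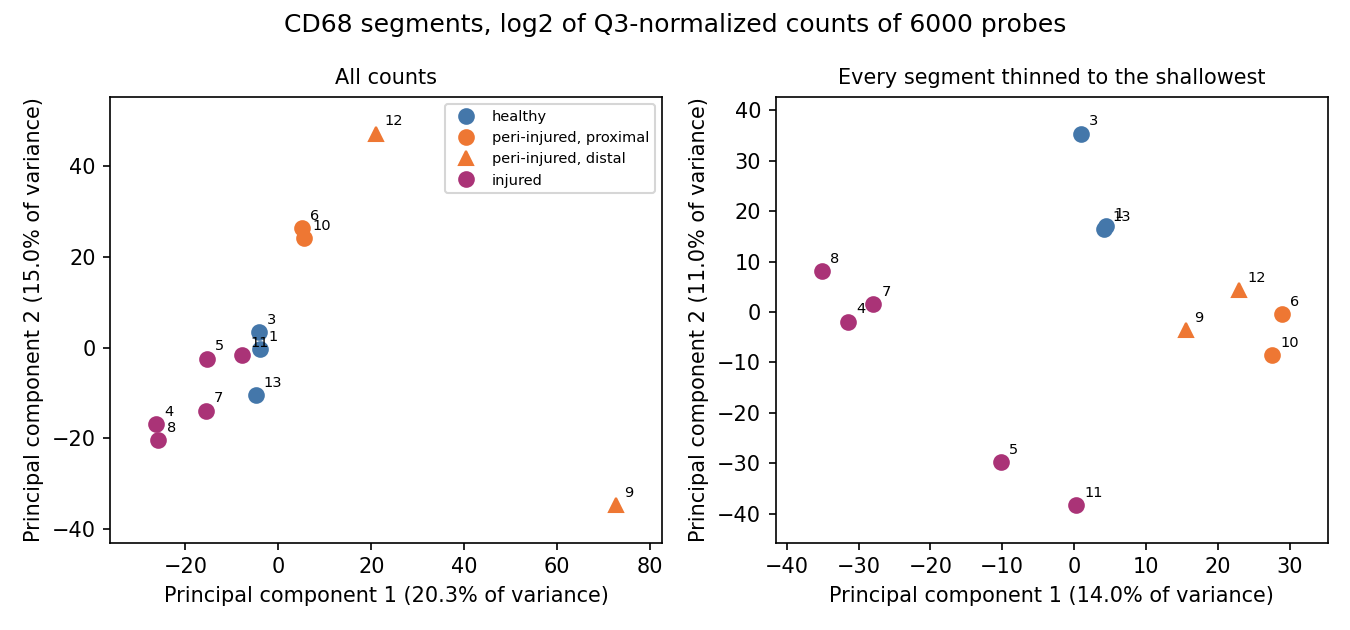
Scores of the CD68 segments on principal components 1 and 2 (axes, with the share of variance of each), from all counts (left) and after thinning every segment to the shallowest (right), with the region number beside each point and triangles for the distal peri-injured regions. With all counts, region 9 lies at 72.7 on component 1, away from the other segments, and after thinning it lies at 15.6, near the other peri-injured segments.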

Global pathway map showed extensive expression of genes involved in metabolism (including RNA metabolism), signal transduction, transcriptional regulation, immune system function and cell cycle (**Supplementary Figure 1A**). Reactome-based analysis revealed 20.9% (148/712 pathways) and 34.9% (249/712 pathways) of pathways as differentially expressed when comparing peri-injury vs. healthy macrophages and peri-injury vs. injured cells, respectively. 

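At the level of single probes, 91 of the 6000 probes differed between peri-injured and healthy CD68 segments (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), with 74 higher and 17 lower in peri-injured segments. Between peri-injured and injured segments, 265 probes differed by the same test, with 184 higher and 81 lower in peri-injured segments. Most calls were also higher with TMM normalization (209 higher, 62 lower), DESeq2 (164 and 40), limma (96 and 67), 10000 probes (276 and 41) and no filter (432 and 41), but not with edgeR's filter on low counts (109 and 166), after thinning (31 and 34) or at an unadjusted p of at most 0.05 (484 and 642). Against healthy segments, edgeR's filter gave 67 higher and 65 lower. These are tests over regions of 1 mouse per class. The unadjusted p was at most 0.05 for 669 probes in the first comparison and for 1126 in the second. Without a filter on low counts, 165 and 473 probes were called. The number of calls depended on depth, since 41 and 65 probes were called after every segment was thinned to the same total. It also depended on single regions. Peri-injured against injured, 100 probes were called without region 6, 127 without region 10, 153 without region 4, 161 without region 7 and 150 without region 8. Against healthy segments, 33 were called without healthy region 1 and 47 without healthy region 13. The 2 comparisons have different numbers of regions. With 3 regions per class, the median over the 40 choices was 71.5 probes for peri-injured against injured (30 to 378) and 90.5 for peri-injured against healthy (38 to 149), so the larger count of the first comparison did not hold at equal group sizes.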

Notably, macrophages isolated form injured regions did not produce a particularly strong signaling signature and demonstrated a considerable degree of similarity to healthy macrophages (≈90% of pathways) (**Figure 1C**; **Supplementary Figures 1B–D**). 

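Between injured and healthy CD68 segments, 43 probes differed (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the fewest of the 3 comparisons. Of these, 17 were higher and 26 lower in injured segments. With limma on the log2 values, the direction of most calls was the other way, with 26 higher and 12 lower. With each of the 8 regions left out in turn, fewer were called (22 to 37), and the count fell by more than 1.5 times without healthy region 1 (22), healthy region 13 (24) or injured region 5 (28). With 3 regions per class, the median was 28.5 probes (16 to 49). The injured and the healthy regions came from different mice, 1 for each class, so these p-values do not speak for animals. On the log2 scale, the mean profiles of injured and healthy segments lay 49.9 apart, against 53.4 for peri-injured and injured and 54.9 for peri-injured and healthy. The first distance was 0.909 times the third (jackknife standard error over segments 0.103) and 0.935 times the second (0.209), and both ratios lay within 1 standard error of 1. After thinning to equal depth, the ratios were 0.999 and 0.99, but counting noise in shallow segments pulls such ratios towards 1. With the within-class variance subtracted from the squared distances, a choice made after the data were seen, they were 1.02 and 0.798 with all counts and 0.868 and 0.701 after thinning. The paper states that the signaling signature of injured-region macrophages was not particularly strong, and, from the share of Reactome pathways (Fig. 1C), that these cells were to a considerable degree similar to healthy ones.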

Peri-injured macrophages were enriched in pathways associated with neutrophil degranulation, ROS/RNS production and release, activation in oxidative stress-induced senescence, pro-remodeling functions (TGF-beta and GPVI cascade), and metabolic alterations (citric acid cycle, gluconeogenesis, lipoprotein assembly/remodeling/clearance) compared to healthy- and injured-derived CD68^+^ macrophages (**Figures 1D, E**; **Supplementary Table 1**). When compared to controls, injured region macrophages were defective in programmed cell death signaling, ROS detoxification, and elastic fiber formation, but displayed enhanced DNA damage-induced senescence, degradation of extracellular matrix (ECM), and metalloproteinase function (**Figure 1F**). Hierarchical gene expression analysis of pathways related to degradation of ECM (**Figure 1G**), assembly of collagen fibrils (**Figure 1H**), complement system, adaptive immunity, and L13a-mediated ceruloplasmin expression all showed robust clustering based on region of origin (**Supplementary Figures 1B–D**, **Supplementary Table 1**).

**Figure 1:**
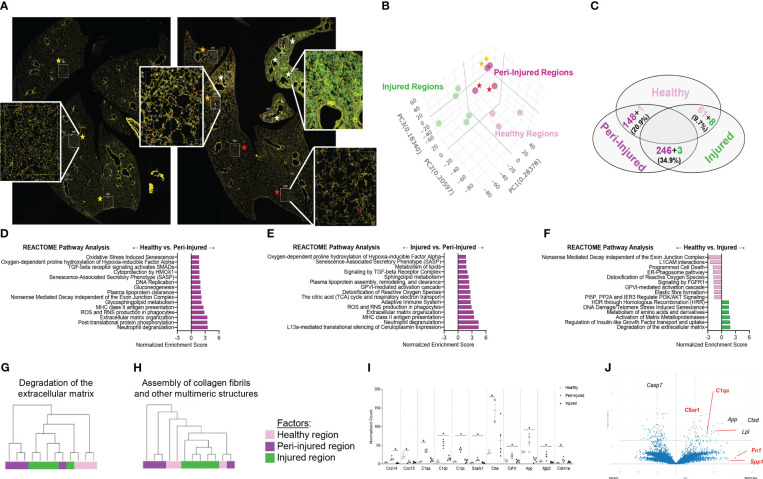
Spatial analysis of CD68^+^ macrophages in SP-C^I73T^ induced injury. Paraffin-embedded sections from controls or 14 days post SP-C^I73T^ injury were stained with fluorescent antibodies against CD45, CD68, and DNA. **(A)** Twelve alveolar regions were selected for CD68^+^ macrophage RNA sequencing (cells labeled in red). Regions from an untreated mouse were used as controls (three technical replicates; yellow asterisks). Injured/remodeled (five technical replicates; white asterisks) and peri-injured (two proximal technical replicates, orange asterisks; two distal technical replicates; red asterisks) region selection was based on histopathological assessment of inflammation and loss of alveolar architecture structure. Insets show representative regions. **(B)** Three dimensional PCA plot shows the clustering of samples based on sampling regions. Orange asterisks indicate two proximal technical replicates; red asterisks indicate two distal technical replicates. **(C)** Venn diagram of Reactome-based pathway analysis shows differentially regulated pathways between each pairing. **(D–F)** Bar graphs representing normalized enrichment scores for selected pathways. **(G-H)** Hierarchical clustering of ‘Degradation of the extracellular matrix’ and ‘Assembly of collagen fibrils and other multimeric structures’ signaling pathways in healthy (dark purple), peri-injured (pink), and injured (green) regions of the lung 14 days after SP-C^I73T^ induced injury. **(I)** Box plots of selected genes associated with macrophage activation (chemokine, metalloproteinases, complement cascade). The Y-axis represents normalized counts. A p-value ≤0.05 was considered significant using Linear Mixed Model. **(J)** Volcano plot comparing gene expression between peri-injured and injured macrophages. Fold changes are represented on log2 scale. Significance is shown as -log10(pvalue) using linear mixed model. In red are representative complement and fibrosis-associated genes.

Among the top 6,000 genes expressed genes in the dataset, genes associated with complement responses (*C1qa, C1qb, C1qb*), myeloid cell recruitment (*Cxcl14, Cxcl15*), inflammation (*Csf1r, Ctss, App*) and metalloproteinases *(Mmp13, Mmp14, Mmp15*) were most abundant in peri-injured macrophages (**Figure 1I**). 

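Among the 265 probes that differed between peri-injured and injured CD68 segments, the smallest log2 change in either direction was 0.87. The median was 1.58 for the probes that were higher in peri-injured segments and -1.92 for those that were lower, with a median standard error of 0.40. In 153 of them, the 4 peri-injured and the 5 injured segments did not overlap. Over all 6000 probes there were 402 such probes, or 6.70%, where chance gives 1.59%. When each of the 9 regions was left out in turn, 64 of the 265 were called every time.

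The largest called changes were selected by a rule set beforehand, as the 2 highest and the 2 lowest log2 fold changes. The probe RTS0078421 had a log2 fold change of 3.42 (standard error 0.72, adjusted p = 0.00289 from edgeR's quasi-likelihood test), yet 139 of its 140 peri-injured counts lay in region 10. Its normalized count was 23.5 ± 46.5 (SD, n = 4) in peri-injured and 2.35 ± 0.947 (SD, n = 5) in injured segments (two-sided exact permutation test, p = 0.905), and without region 10 the log2 fold change was -2.36. RTS0079966 had a log2 fold change of 3.36 (adjusted p = 0.00289, same test), with 55 of 60 peri-injured counts in region 6. The exact permutation test gave p = 0.429, and the log2 fold change was 0.64 without that region. RTS0069723 had a log2 fold change of -4.48 (adjusted p = 0.0352), with 41 of 46 injured counts in region 4 (exact permutation test, p = 0.238). Its log2 fold change was -1.62 without that region, and it was called in 4 of the 9 fits with 1 region left out. Of the 4 probes, only RTS0064317 had no overlap between the peri-injured and injured segments. Its log2 fold change was -3.65 (standard error 0.74, adjusted p = 0.00195), with normalized counts of 0.336 ± 0.387 (SD, n = 4) in peri-injured and 6.71 ± 6.05 (SD, n = 5) in injured segments (exact permutation test, p = 0.0159, the smallest that 4 against 5 allow). Its peri-injured segments held 2 counts in all. In region 6 it had 1 count, where the 2018 least abundant probes together held 2563. Its peri-injured level thus lies near background, and the size of the fall is uncertain. Of its 47 injured counts, 29 lay in region 5. It was called with each region left out, but not after thinning (log2 fold change -3.11), and its adjusted p over all alternatives and regions left out lay between 0.000603 (no filter) and 0.126 (thinned). All of these are tests over regions of 1 mouse.

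**Figure D3:**
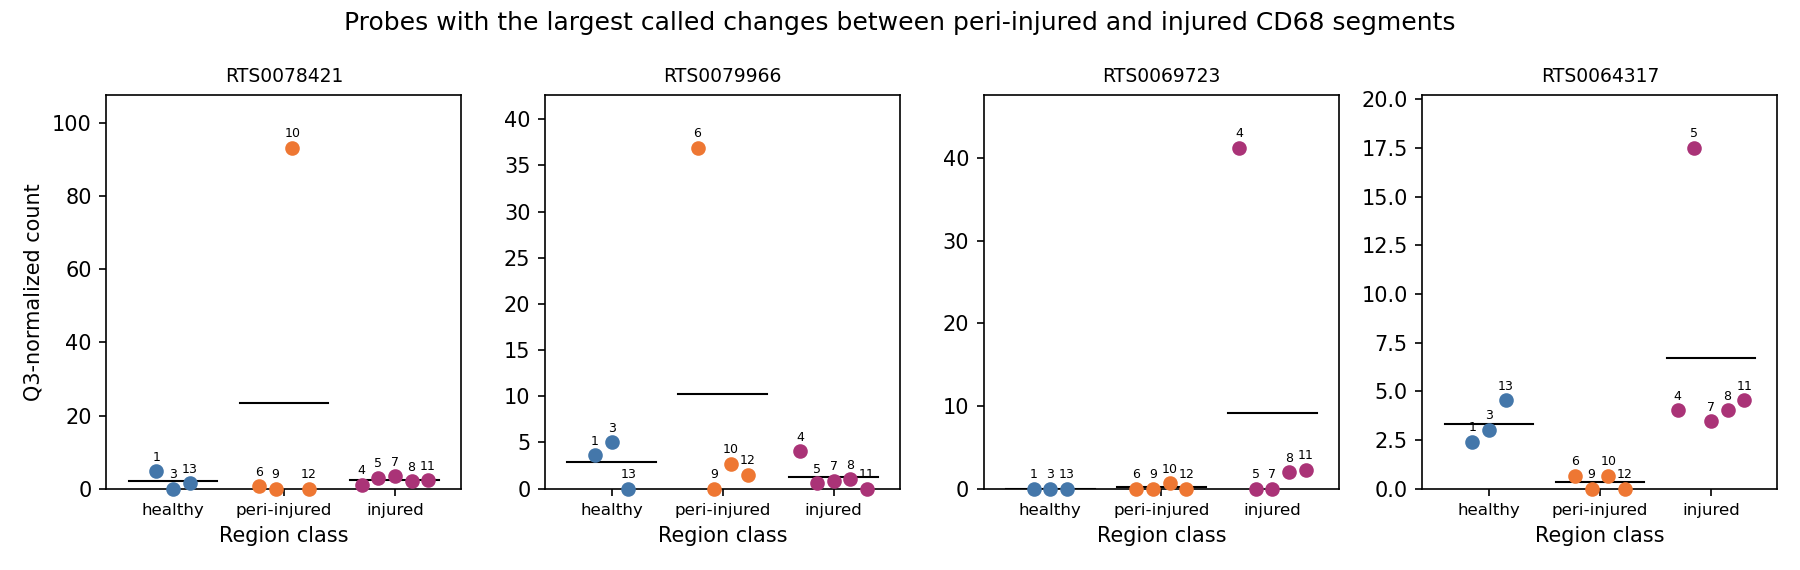
Q3-normalized count (vertical axis) of the 4 probes with the largest called changes, in each CD68 segment by region class (horizontal axis), with the region number above each point and a line at the class mean. In RTS0078421, RTS0079966 and RTS0069723 a single segment lies far above all others, while in RTS0064317 all 5 injured segments lie above the 4 peri-injured ones.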

Despite increases in normalized counts for fibrogenic genes and significant enrichments in the associated pathways, expression of the individual genes did not meet significance (*Fn1, Spp1*) (**Figure 1J**; **Supplementary Figures 1E–G**).

### Temporal heterogeneity of resident alveolar macrophages during SP-C^I73T^-induced injury

To better understand macrophage behavior in the events leading up to end-stage fibrosis, we sought to examine transcriptional changes in resident macrophages using a model of fibrogenic injury triggered by mutant SP-C^I73T^. For these studies, we leveraged bulk RNA sequencing of flow cytometry sorted CD11b^-^SigF^+^CD11c^+^CD64^+^ resident mature macrophages isolated from naïve (controls) and inflamed lungs. Exclusion gate ensured no contamination from Ly6G^+^ neutrophils, B220^+^ B cells, and CD3^+^ lymphocytes. Ingenuity Pathway Analysis highlighted distinct gene and signaling signatures in lung macrophages during inflammatory initiation (3 days post mutant induction) and early remodeling (14 days). Principal component analysis highlighted transcriptional variance across the study groups (**Figure 2A**). Differential gene expression analysis revealed a relatively small set (48 genes) between controls and 3-day injury, while these responses were more pronounced between controls vs. 14-day post induction (3393) or 3-day vs. 14-day comparison (1446) (**Figure 2B**). Volcano plots showed increases in genes linked to innate immunity (the hematopoietic transcription factor, *Gata2;* histidine decarboxylase, *Hdc; interferon induced transmembrane protein 1, Ifitm1;* colony stimulating factor 1*, Csf1;* chemokine ligand*, Ccl17;* immunoglobulin epsilon receptor, *Ms4a2) and* metabolism *(*cholesterol side-chain cleavage enzyme*, Cyp11a1;* ATPase Na+/K+ transporting subunit alpha 3, *Atp1a3;* adenylate cyclase 6, *adcy6;* peptidyl arginine deiminase 2*, Padi2;* and myristoylated alanine rich protein kinase C substrate, *Marcks)* 3 days post injury (**Figure 2C**). By comparison, macrophage expression profile was bidirectional at 14 days, and demonstrated more sizable changes (as represented by adjusted p-values and log fold changes). Immunity, cell cycle, and metabolism genes were among the most significantly altered genes (complement C1q C-chain, *C1qc*; peptidoglycan recognition protein 1, *Pglyrp1*; ADAM metallopeptidase domain 19, *Adam19*; secreted protein acidic and cysteine rich, *Sparc*; apolipoprotein E, *Apoe*; insulin like growth factor 1 receptor, *Igf1r*; toll-like receptor 7, *Tlr7*; cyclin D2, *Ccnd2* (**Figure 2D**). Ingenuity Pathways Analysis predicted signaling related to activation, proliferation, and apoptosis of leukocyte predominantly at 3 days, while distinct cell movement and chemotaxis pathways, proliferation, angiogenesis and fibrogenesis were projected to be induced 14 days post-induction (**Figure 2E**; **Supplementary Table 2**). Specific pathways linked to NFAT dependent regulation of immune responses (directionality/z-score 1.90), Th1 and Th2 activation (no predicted z-score), granulocyte adhesion and diapedesis (no predicted z-score), and STAT3 signaling (z-score 1.13) were noted 3 days post injury. Comparatively, glycoprotein 6 (z-score 5.48), IL-15 production (z-score 5.00), fibrosis (z-score 6.71) and epithelial-mesenchymal transition signaling (no z-score), and osteoarthritis (z-score 3.34) were identified in macrophages at 14 days (**Figure 2F**). Notably, IPA’s Upstream Regulators analysis predicted activation of pro-inflammatory signals at 3 days (NFKB1, IL5, IFNG, prostaglandin E2, STAT3 and STAT6), and conventional fibrogenic pathways (TGFB1, TP53, FGF2, and SOX2) 14 days (**Figure 2G**). Reactome-based breakdown of top differentially expressed genes from the Interferon-γ pathway identified distinct gene-sets expressed during inflammatory initiation (*Ifi203, Ifi206, Ifi209, Ifi213*, *Stat4)* and 14 days post injury (*S100a8, Arg1, Csf1, Alox15, Retnla, Il4)* (**Figure 2H**; **Supplementary Table 2**). A comparable dual response was observed in the TGF-β1 (3 days: *Ms4a2, Ctsk*, C*lec2i* and Cd55; 14 days: *Il1rl1*, A*rg1, Alox15, F13a1, Itgam*, P*tgs2, C1qc*, and A*nxa8*) and IL-4 signaling pathways (3 days: *Ms4a1, Cxcl5, Il6, Stat4*; 14 days: *S100a8, Agf2r, Csf1, Retnla, Il4)* (**Figures 2I, J**). ELISA-based validation of this established pro-fibrotic pathway confirmed increases in IL-4 and IL-13 expression in the bronchoalveolar lavage fluid 7-14 days post SP-C^I73T^ injury (**Figure 2K**). Notably, IL-15 and Glycoprotein-6 signaling, as well as angiogenesis displayed time restricted enrichments (14 days post-induction) (**Supplementary Figures 2A, B**, and not shown).

**Figure 2:**
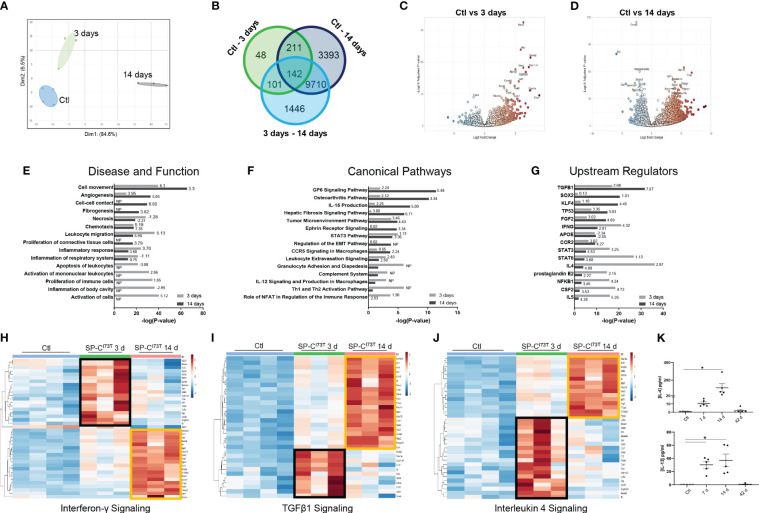
Transcriptional analysis of flow cytometry sorted alveolar macrophages following SP-C^I73T^ induced injury. Bulk RNA sequencing of flow cytometry sorted CD11b^-^SigF^+^CD11c^+^CD64^+^ resident lung macrophages from control (N=4; Ctl, oil treated SP-C^I73T^ mice) or tamoxifen-treated SP-C^I73T^ mice at 3 d and 14 d (N=3 for each condition). **(A)** Principal Component Analysis (PCA) plot showing transcriptome variance in Ctl (blue), 3 days (black), and 14 days post SP-C^I73T^ induced injury. **(B)** Venn diagram breaking down significantly expressed genes among groups. **(C, D)** Volcano plots comparing fold change expression between Ctl vs. 3 days and Ctl vs. 14 days. **(E-G)** Ingenuity Pathway Analysis (IPA) of enriched Diseases and Functions, Canonical Pathways, and Upstream Regulators in lung macrophages 3- and 14-days after injury relative to Ctl. Bars represent enrichment [−log(pvalue)] 3 days (gray) and 14 days (black) after injury. Z-scores indicate predicted activation and inhibition respectively (N.P. not predictable). **(H-J)** Heat maps depicting significantly altered genes associated with Interferon-γ, TGFβ1, and Interleukin-4 signaling 3- and 14-days after injury relative to Ctl; criteria for significance was a 5% false discovery rate. Note that orange and black boxes highlight signatures specific to a given time point. **(K)** ELISA for IL-4 and IL-13 from SP-C^I73T^ BAL fluid collected from controls, 7 days, 14 days, or 42 days post injury. Dot plots with Mean + SE are shown. *p < 0.05 versus control group using One Way ANOVA followed by Tukey *post-hoc* test.

### Single-cell RNA sequencing reveals activation of distinct monocyte/macrophage clusters responding to SP-C^I73T^ induced injury

We then employed single-cell RNA sequencing to overcome the constraints (and therefore bias) of antibody-based analysis of macrophages involved in SP-C^I73T^ induced injury. A 59,440-cell dataset including healthy controls (29,213 cells), and two injury times representing peak inflammation (14 days - 14,266 cells) and established fibrosis (42 days - 15,961 cells) were studied. Population clustering using SCTransformation with the glmGamPoi method at a resolution of 0.4 yielded 33 clusters (**Supplementary Figure 3A**). Partition of the clusters based on origin/identity (Ctl, 14 days, 42 days) highlighted shifts in endothelial cells (cluster 25), eosinophils (cluster 8), and macrophages (cluster 9) composition after SP-C^I73T^ injury (**Figures 3A, B**). A combination of SingleR, manual annotation, and the top three non-redundant genes from each populations was used for identification of epithelial (3), endothelial (6), mesenchymal/stromal (3), megakaryocytes, granulocytes (3), B cells (4), lymphocytes (4), and mononuclear myeloid populations (9) (**Figure 3C**; **Supplementary Figures 3B–I**). Macrophage Cluster 19 (identified in only one of the eleven specimens) and Cluster 32 (of low abundance and merged with Cluster 3 after pseudobulk analysis determined high degree of transcriptional overlap).

**Figure 3:**
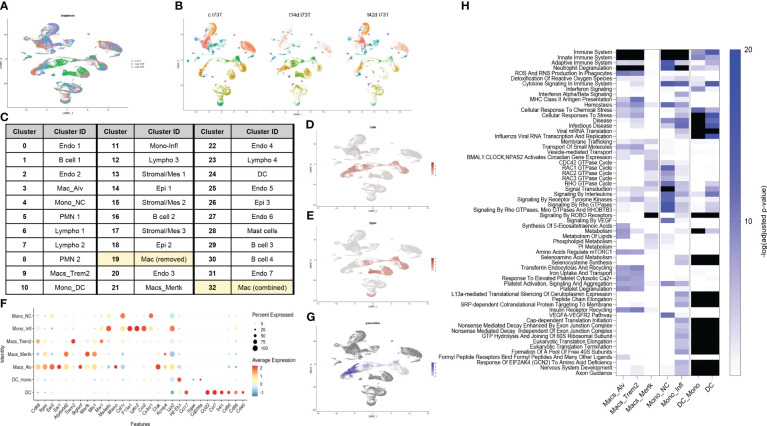
Single-cell RNA sequencing of SP-C^I73T^ induced injury and fibrosis. Single-cell RNA sequencing analysis was performed on collagenase digested single cell suspensions from controls (Ctl, oil treated SP-C^I73T^ mice), 14 days or 42 days post SP-C^I73T^ induction. **(A)** UMAP analysis overlaying cells from controls (cI73T, pink), 14 days (t14d I73T, green), and 42 days (t42d I73T, blue). **(B)** Split identify UMAP depiction of all cellular clusters identified in controls (cI73T), 14 days (t14d I73T), and 42 days (t42d I73T) at 0.4 resolution. **(C)** Cluster breakdown identifying 7 endothelial, 3 mesenchymal, 3 epithelial, 2 polymorphonuclear, mast cells, 4 B cell, 4 lymphocytic, and 9 mononuclear myeloid clusters. Note that mononuclear myeloid clusters were renamed based on single R and manual annotation: cluster 3 = Mac_Alv; cluster 4 = Mono_non classical/NC; cluster 9 = Mac_Trem2; cluster 10 = Mono_DC; cluster 11 = Mono_inflammatory/infl; cluster 19 = was removed from further analysis as it was identified solely in one of the controls; cluster 21 = Mac_MerTK; cluster 24 = DC; cluster 32 = was combined with cluster 3/Mac_Alv since pseudobulk analysis revealed analogous gene expression and pathway activation. **(D, E)** UMAP analysis for *Cd68* and *Itgam/Cd11b* defines distribution and cellular expression in the SP-C^I73T^ lung. **(F)** Bubble plot of selected genes associated with macrophage maturation (*Trem2, Itgax, Ear1, Ear2, Atp6v0d2, Siglecf, Mertk*), recruitment and activation (*F13a1, Ly6c2, Ccr2, Cx3cr1, Ctsk, Lyz2, H2-eb1, CcL22, Ccl17, Cd80, Cd86)* in all annotated monocytes/macrophages/dendritic cell clusters (Mo/Mac/DCs). **(G)** Pseudotime UMAP analysis. Note color intensity defining cellular maturation among monocyte/macrophage clusters. **(H)** Enrichr-based Reactome pathway analysis for the top-15 predicted pathways in the 7 resulting monocyte/macrophage/DC clusters. Single gradient color heatmap shows logarithmic adjusted p-values. Values above the arbitrary threshold (-log of adjusted p-value) of 20 were color-coated in black.

Uniform Manifold Approximation and Projection (UMAP) analysis for the pan-macrophage gene *Cd68* and the mobilization marker *Itgam/Cd11b* were utilized to locate resident and recruited macrophages, monocyte-derived, and by exclusion monocytes and dendritic cells (**Figures 3D, E**). A curated gene set (mobility, maturity, and activation markers) combined with pseudotime analysis was used to clearly differentiate mononuclear myeloid clusters (**Supplementary Table 3**). Cluster 3 was annotated as alveolar macrophages since it expressed a combination of *Cd68, Itgax, Ear1*, *Ear2, Siglecf*, and moderate levels of *Mertk* (**Figure 3F**). Reconstructed trajectory analysis also predicted terminal differentiation within the alveolar macrophage cluster (**Figure 3G**). Cluster 9, identified as interstitial macrophages (*Cd68*, M*sr1, and C1qa*), was labeled based on its specific expression of *Trem2* (**Figure 3F** and not shown). Cluster 21 (macs_mertk) was identified as a mature subset based on pseudotime analysis and distinctive expression of *Mertk* alongside *Itgax*, *Mrc1*, *Atp6v0d2*, *Kcnip4.* This cluster was found solely in controls and 42 days post injury (**Figures 3F, G**). Two monocyte-like subsets were annotated as non-classical/NC (cluster 4 - *Csf1r, Cx3cr1*) and classical/inflammatory (cluster 11 - C*cr2, Ly6c2, Lyz2, Ms4a6c, F13a1*) (**Figure 3F**; **Supplementary Table 3**). Cluster 10 was annotated as monocyte-derived DCs based on a mixed myeloid and lymphoid signature (*Ccr2*, *Itgae/Cd103*, *Cd209/Dc-sign)* and major histocompatibility complex genes. A cluster of lymphoid-derived DCs (cluster 24) lacking all classical myeloid features and expressing *Cd80, Cd86, Cd40, Il4i, Ccr7, Ccl17*, and *Ccl22* was also annotated (**Figure 3F**). Split identity analysis of these curated gene sets also highlighted time related changes in the expression of established macrophage maturity and identity genes (e.g. *Atp6v0d2, Itgax*, and *Cd68* expression increases, downregulation of *Siglecf, Ear1*, and *Ear2*) (**Supplementary Figure 4A**). Similar trends were observed for neutrophils (PMN 1 lost *Ptgs2* and *Tgm2* in favor of *Retnlg* and *Lcn2), e*osinophils (PMN 2 - *Siglecf, Itgam, Cxcr2, Cd33, Csf3r, Tgfbr1*), epithelial cells (Epi1 - *Cldn18, Ager, Hopx*, *Krt8, Krt19, Sftpb*), mesenchymal/stromal cells (Mes 2 - *Tgfbr3, Ccn1, Pdgfra, Npnt*, *Loxl1, Ecm1, Fgf2*), and lymphatic endothelial cells (Endo 6 - *Nrgn, Itga2b, Gp1bb* increased 14 days post injury). By comparison, B and T cells showed limited transcriptional fluctuation over the 42-day injury (**Supplementary Figures 4B–G**).

Pseudobulk differential expression analysis of *Trem2* ^+^ macrophages surveyed gene expression and patterns during injury. Approximately 700 genes demonstrated a transient drop in abundance at 14 days (expression pattern group-1), while the abundance of 621 genes was significantly increased following SP-C^I73T^ induction (expression pattern group-2) (**Supplementary Figure 5**). Smaller gene sets were shown to transiently increase at 14 days (122 genes, expression pattern group-3) or steadily decrease after SP-C induction (61 genes, expression pattern group-4) (**Supplementary Figure 5**). Notably, Reactome-based analysis predicted no significant pathway to be altered for genes annotated in expression pattern-1, while cytokine and interleukin signaling, immunity, antigen presentation, and lipid and carbohydrate metabolism were among significant pathways for expression pattern-2 genes. By comparison, transcript abundance in inflammatory monocytes followed two expression patterns: transient decrease (237 genes) or increase (158) at 14 days post injury. The latter predicted engagement of pathways related to complement cascade, extracellular matrix organization and immune responses (**Supplementary Table 3**).

Reactome-based analysis of the top-15 most significantly regulated pathways revealed shared inflammatory signature (‘immune system’, ‘neutrophil degranulation’, ‘ROS and RNA production in phagocytes’) between alveolar macrophages and *Trem2* ^+^ interstitial macrophages, though at considerably different adjusted *p*-values (Alv macs *p*-value <10^-25^ vs. *Trem2^+^ p*-value <10^-103^) (**Figure 3H**; **Supplementary Table 3**). By comparison, *Mertk^+^* cells were not predicted to engage in innate or adaptive immunity or cytokine mediated signaling, but generated a strong GTPase signature (CDC42, RAC, RHO, and ROBO/SLIT). Examination of monocyte-like clusters highlighted analogous ‘cytokine signaling in immune system’, ‘innate immunity’, and ‘neutrophil degranulation’ engagement. *Cx3cr1* ^+^ non-classical cells excelled in ‘VEGF signaling’, ‘signaling by tyrosine kinases’, and ‘Rho GTPase signaling’, while *Ccr2^+^Ly6c2^+^* classical/inflammatory monocytes produced a signature related to RNA synthesis and translation and pathways involved in ‘cellular response to stress’. Lastly, monocyte-derived and lymphoid DCs produced comparable activation profile (infectious disease response, translational elongation and termination, and ribosomal homeostasis) (**Figure 3H**).

### Macrophages from human IPF display a comparable phenotype as murine SP-C^I73T^ injury.

A recent dataset published by Adams and colleagues provided in depth assessment of epithelial, endothelial, mesenchymal, and immune populations in healthy and IPF tissue explants (40). The mononuclear myeloid compartment from this set (44,226 cells; 12,514 from controls and 31,712 IPF, GSE136831) was re-examined to define similarities between clinical and experimental fibrosis. To avoid overfitting the data, the lowest resolution was utilized (0.1), ultimately generating 5 major subsets (**Supplementary Figure 6A**). UMAP analysis identified clusters 3 and 4 solely in the controls, with an expansion in clusters 0 and 1 was noted in IPF (**Figure 4A**). Cluster-based analysis of top-5 non-redundant genes revealed differential expression for *SPP1, CTSK, MMP7* (cluster 1) and *FABP4* (cluster *2*) (**Figure 4B**; **Supplementary Table 4**). Disease-based analysis highlighted notable changes in cluster 0 (*SPP1, C1QC, APOE*) and cluster 1 (*THBS1, FN1*), consistent with our murine dataset, including, (**Figures 4B, C**, **Supplementary Table 5**). A curated set of 25 identity and lipid associated genes, used to annotate this clusters, identified cluster 0 as an interstitial macrophage population (widespread expression of *ITGAX*, *TREM2*, *MRC1, ITGAM*, *APOE)* and Cluster 1 as alveolar macrophages (*ITGAX/CD11C, ITGAM*, *ABCA1*). Notably, cluster 1 also displayed a signature characteristic of a potentially pro-fibrotic monocyte-derived population in IPF lungs (*TREM2*, *MERTK*, *ATP6V0D2, CTSK*, *COL4A2, MMP7, MMP9)* paired with a shift in metabolic function (*FABP5, LPL* and *LIPA* increases). Clusters 2, 3 and 4 did not exhibit distinguishing signatures besides overexpression of major histocompatibility complex genes (*HLA-DRB6*) (**Figure 4C**; **Supplementary Figure 6B**). UMAP analysis of the distribution of *MERTK* and fibronectin1/*FN1* demonstrated widespread presence in cluster 0 and 1 of the IPF lung, while ostepontin1/*SPP1* was restricted to cluster 1 (**Figures 4D–F**). Tumor growth factor β1/*TGFβ1* was expressed in all cells regardless of disease state (**Supplementary Figures 6C, D**). Enrichr-based pathway analysis using the Reactome database highlighted IPF induced changes (annotated as “global”) in all facets of immune cell behavior, including “Immunity”, “Cellular Responses to Stress”, “Cytokine Signaling in Immune System”, complement activation, and GTPase signaling, and control of transcription and translation. Clusters 0, 1, 2 were responsible for the majority of these signals (**Figure 4G**; **Supplementary Table 4**). Direct comparison of Reactome pathways from the spatial analysis and both the murine and human single-cell sequencing datasets highlighted similarities between cluster 1 annotated in the human IPF dataset and inflammatory monocytes from the SP-C^I73T^ mouse model. No distinctive similarities were noted with respect to CD68^+^ macrophages sampled from peri-injured and injured regions of the lung during our spatial analysis (**Figure 4H**).

**Figure 4:**
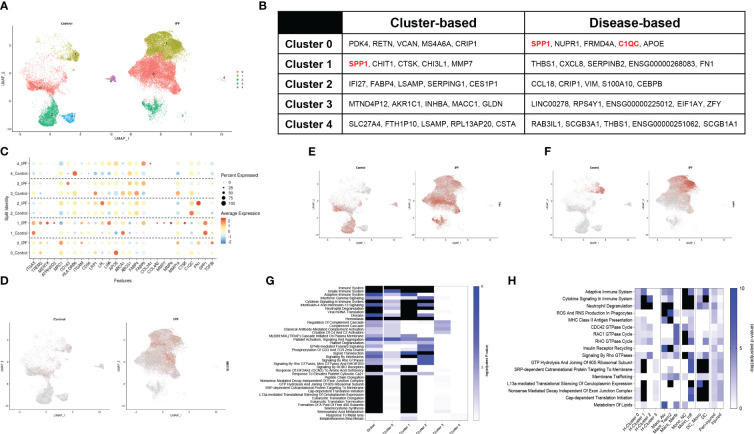
Single-cell RNA sequencing of annotated macrophages from human IPF. Macrophages from a published IPF dataset (GSE136831) were re-mined. **(A)** Split identity UMAP analysis of clusters annotated at 0.1 resolution using the Seurat analysis package. **(B)** Cluster-based and disease-based top-5 non-redundant genes from annotated clusters. **(C)** Split identity UMAP shows expression distribution for *TREM2* in control and IPF lungs. **(D)** Split identity bubble plot of selected genes associated with macrophage maturation (*TREM2, MERTK, ATP6V0D2, ITGAX*), recruitment and activation (*ITGAM, CD163, HLA-DRB6, CTSK, COL3A1, COL4A2, MMP7, MMP9, FN1, SPP1, TGFBI*), and lipid homeostasis (*APOE, CD36, LRP1, LPL, LIPA, ABCA1, ABCG1, FABP5, PPARG*). **(E)** Split identity UMAP showing expression distribution for *MERTK* in control and IPF lungs. **(F)** Split identity UMAP showing expression distribution for *FN1* in control and IPF lungs. **(G)** Split identity UMAP showing expression distribution for *SPP1* in control and IPF lungs. **(H)** Enrichr-based Reactome pathway analysis for the top-15 predicted pathways between controls and IPF samples. Single gradient color heatmap shows logarithmic adjusted p-values. Values above the arbitrary threshold (-log of adjusted p-value) of 6 were color-coated in black. **(I)** Enrichr-based Reactome pathway analysis comparing significant pathways in mononuclear myeloid clusters from the human IPF dataset, SP-C^I73T^ spatial transcriptomics, and SP-C^I73T^ single-cell sequencing datasets. Single gradient color heatmap shows logarithmic adjusted p-values. Values above the arbitrary threshold (-log of adjusted p-value) of 10 were color-coated in black.

### Osteopontin1 and fibronectin1 intercellular communication during SP-C^I73T^ induced injury

CellChat software was utilized to predict communication among cellular clusters during SP-C^I73T^ induced fibrotic injury. Initial analysis grouped all 33 clusters into 7 macro-groups (epithelial, endothelial, stromal, B cells, granulocytes, lymphocytes, and Mo/Mac/DCs) (**Supplementary Figure 7A**) (51, 53). CellChat based aggregation of ligand: receptor expression estimated increases in differential number and strength of interaction between mesenchymal-epithelial and mesenchymal-Mo/Mac/DCs and within epithelial clusters 14 day post-injury, relative to controls. Within the Mo/Mac/DC macro-groups the communication was estimated to increase in strength (**Supplementary Figure 7B**). Interrogation of the inter-cluster network 42 days post-induction showed increased interactions in stromal and Mo/Mac/DC macro clusters relative to controls and 14 days (**Supplementary Figures 7C, D**), with incoming and outcoming signals from the Mo/Mac/DC macro-cluster associated with SPP1 and FN1 pathway (**Supplementary Figures 7E–G**, **Supplementary Tables 6**–**9**).

To pinpoint the exact cellular origin of these signals, CellChat analysis was carried out after split of the Mo/Mac/DC macro-cluster. This analysis revealed alveolar macrophages as a dynamic cluster at baseline (both incoming/receptor-based and outgoing/ligand-based interactions), while *Trem2* ^+^ macrophages produced high volume of incoming/outgoing signals 14 days post injury and *Mertk* ^+^ cells became active at 42 days. Classical/inflammatory monocytes maintained comparable network profile throughout the 42-day time course, with non-classical monocytes effectively reducing outgoing signals after SP-C^I73T^ injury (**Figure 5A**; **Supplementary Figures 8A–C**). Split identity pathway analysis across the 42-day time course demonstrated the origin of the osteopontin1/SPP1, fibronectin1/FN1, chemokine ligand/CCL, laminin, semaphorin3/SEMA3, galectin, complement, and collagen signaling to be driven by *Trem2* ^+^ macrophages at 14 days (**Figure 5B**). By 42 days, the predicted interaction strength was comparable across the monocyte and macrophage clusters (**Supplementary Figures 8D–F**). Connectome ring plots were used to capture the changes and directionality of these interactions during injury and fibrosis. Analysis of CCL signaling predicted baseline crosstalk among all annotated mononuclear myeloid cells and granulocytes. While these responses were unaffected 14 days post SP-C^I73T^ injury, by 42 days there was a global activation of this signaling network (**Figure 5C**). Differential expression of chemokines/cytokines/interleukins and their receptors highlighted distinct signatures in alveolar macrophages (*Ccl6*, *Il18, Cxcl2*, and *Il1a)*, *Trem2* ^+^ macrophages (*Ccl12, Ccl2, Ccl24, Ccl9*, *Cxcl16, Ccr5, Il10rb, Il11ra1), while Mertk* ^+^ macrophages and monocyte-derived DCs were relatively quiescent. Classical and inflammatory monocytes presented a receptor dominant repertoire (*Cx3cr1, Il10ra, Il17ra, Il6ra –* inflammatory monocytes exclusively expressed *Ccr2)* (**Figures 5D, E**). CellChat-based network analysis for complement signaling predicted outgoing communication from classical monocytes to other myeloid clusters in all conditions, with a transient activation originating from stromal cells 14 days post injury (**Figure 5F**). Differential expression revealed distinct signatures in *trem2* ^+^ macrophages (*C1qa, C1qb, C1qc, C3ar1*) and stromal cells (stromal 2 - *C1qtnf7, C1ra, C2, C3, C4b, C7*), with granulocytes also expressing *C3ar1*, *C5ar1*, and *C5ar2* (**Figure 5G**).

**Figure 5:**
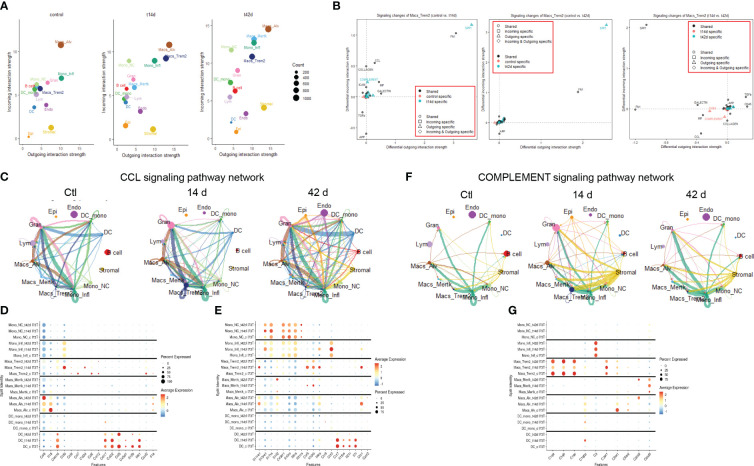
Cell-cell communication analysis in SP-C^I73T^ induced injury and fibrosis. CellChat software was used to estimate cell-cell communication in controls (Ctl, oil treated SP-C^I73T^ mice), 14 days or 42 days post SP-C^I73T^ induction. **(A)** Ligand:receptor expression analysis examining incoming (y-axis) and outgoing (x-axis) signals in controls, 14 days or 42 days post injury. Note that individual endothelial, mesenchymal, epithelial, granulocyte, B cell, and lymphocyte clusters were combined into “macro-clusters”, while mononuclear myeloid cells remained split. The size of the circles is representative of population size. **(B)** Prediction of signaling changes in *Trem2* ^+^ macrophages between control and 14-day, control and 42-day, and 14-d and 42 d. Plot legend describes directionality (circle - shared by both groups, square - incoming in a specific group, triangle - outgoing in a specific group, diamond - incoming and outgoing in a specific group) and signal specificity (black - shared by both groups, orange - control specific, cyan - injury/tamoxifen specific). **(C)** Connectome ring plots for chemokine ligand/CCL signaling pathway network predict directionality and communication strength among clusters. **(D, E)** Split identity bubble plot for chemokine/cytokine/interleukin ligands and receptors among mononuclear myeloid clusters. Note that the size of the bubble indicates the relative abundance of the population expressing target gene. Color coating indicates average expression. **(F)** Connectome ring plots for Complement signaling network predicting directionality and strength of communication among clusters. **(G)** Split identity bubble plot for complement associated genes among mononuclear myeloid clusters. Note that the size of the bubble indicates the relative abundance of the population expressing target gene. Color coating indicates average expression.

### Trem2^+^ macrophages coordinate pro-fibrotic communication during SP-C^I73T^ induced injury and fibrosis

We then query the dataset for distinctive extracellular matrix reorganization gene signatures. Unsurprisingly, mesenchymal cells produced signals from collagen genes, metalloproteinases, laminins, and platelet-derived growth factor receptor alpha and beta (**Supplementary Figure 9**). Expression of *Timp1, Mmp12*, and *Mmp14 were restricted to Trem2* ^+^ cells, while *Spp1, Fn1*, and *Mmp19* were shared with alveolar macrophages (**Figure 6A**)*. Tgfb1* transcripts were maximal in inflammatory monocytes, though UMAP analysis of distribution suggested widespread expression in the lung (**Figures 6A, B**). Notably*, Spp1*, and *Fn1* expression was also found in the endothelial and mesenchymal compartment (**Figures 6C, D**). Signaling connectome ring for *Tgfb1* highlighted baseline signals emanating primarily from alveolar macrophages, non-classical monocytes, monocyte-derived DCs, and B cells. Despite transient drop 14 days post SP-C^I73T^ induced injury, the network returned to control levels by 42 days, with involvement of *Mertk* ^+^ macrophages (**Figure 6E**; **Supplementary Tables 6**–**9**). Osteopontin1 signaling network revealed alveolar macrophages as the sole driver in control lungs. SP-C^I73T^ induced injury produced increases in alveolar and *Trem2* ^+^ macrophages (14 days), and ultimately global expression in all lung cells (42 days) (**Figure 6F**; **Supplementary Tables 6**–**9**). Inflammatory monocytes and alveolar macrophages were shown to engage in fibronectin 1 signaling in the control and injured lung. Notably, *Trem2* ^+^ macrophages and stromal cells were predicted to partake in FN1 communication 14 days post-injury, while *Mertk^+^* macrophages were shown at 42 days (**Figure 7G**; **Supplementary Tables 6**–**9**). Although spatial examination did not detect significant differences among CD68^+^ macrophages collected from healthy, peri-injured, and injured regions of the lung 14 days post injury, we found that proximity to the remodeled tissue (areas of interest 006 and 010) resulted in higher expression of *Tgfb1*, *Spp1*, and *Fn1* (**Figures 6H–J**).

**Figure 6:**
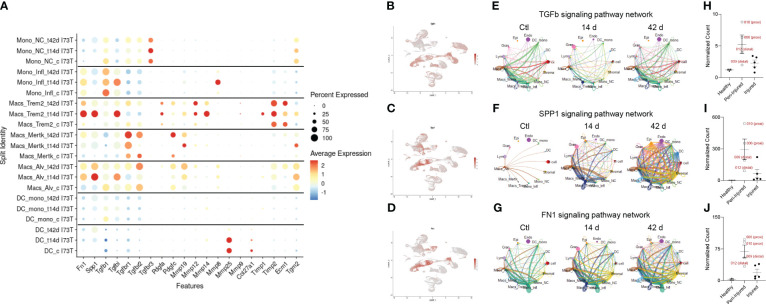
Pro-fibrotic cell-cell communication in SP-C^I73T^ induced injury and fibrosis. CellChat-based analysis of fibrogenic signaling from controls (Ctl, oil treated SP-C^I73T^ mice), 14 days or 42 days post SP-C^I73T^ induction. **(A)** Split identity bubble plot for fibrosis-associated genes among mononuclear myeloid clusters. Note that the size of the bubble indicates the relative abundance of the population expressing target gene. Color coating indicates average expression. **(B-D)** UMAP analysis for *tgfb1, spp1, fn1.* **(E-G)** Connectome ring plots for TGFb, osteopontin/SPP1 fibronectin/FN1 signaling pathway network predicting directionality and communication strength among clusters. Note that only Mo/Mac/DC clusters are split. **(H-J)** Box plots for *Tgfb1, Spp1, Fn1*. CD68^+^ macrophages isolated from healthy regions are shown in dark purple, peri-injured macrophages in pink, and injured macrophages are shown in green. The Y-axis represents normalized counts.

**Figure 7:**
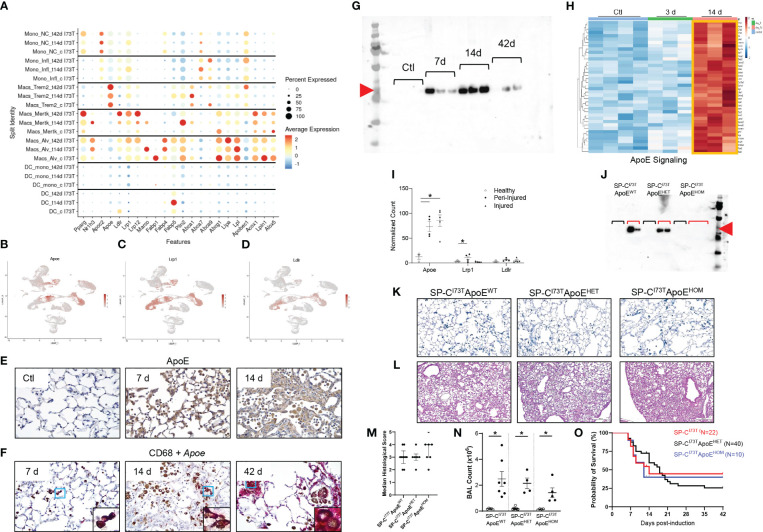
Lipid signature in SP-C^I73T^ induced injury and fibrosis. Lipid-associated gene expression was assessed in controls (Ctl, oil treated SP-C^I73T^ mice), 14 days or 42 days post SP-C^I73T^ induction. **(A)** Split identity bubble plot for lipid-associated genes among mononuclear myeloid clusters. Note that the size of the bubble indicates the relative abundance of the population expressing target gene. Color coating indicates average expression. **(B-D)** UMAP analysis for *Apoe, Lrp1, Ldlr.* **(E)** Immunohistochemical analysis for ApoE in controls, 14 days or 42 days post SP-C^I73T^ induced injury. A representative image is shown. **(F)** Combination of immunohistochemistry (CD68, brown) and *in situ* hybridization (*Apoe*, magenta). Protein expression was visualized using a DAB Vectastain kit. Original magnification, 400x. Insets, 1000x. **(G)** ApoE western blot analysis of BAL fluid from SP-C^I73T^control (Ctl), 7 days, 14 days, and 42 days post induction (N=3). Red arrowhead indicates molecular weight band for ApoE (34 KDa). **(H)** Heat maps of significantly altered genes associated with ApoE signaling in flow cytometry sorted CD11b^-^SigF^+^CD11c^+^CD64^+^ resident lung macrophages 3- and 14-days after injury. The criteria for significance was a 5% false discovery rate. Note that the orange box highlights signatures specific to a given time point. **(I)** Box plots for *Apoe, Lrp1, Ldlr*. The Y-axis represents normalized counts. A p-value ≤0.05 was considered significant using Linear Mixed Model. **(J)** ApoE western blot analysis of BAL fluid from control and 14 days SP-C^I73T^ApoE^WT^ (controls N=2; 14 days N=2), SP-C^I73T^ApoE^HET^ (controls N=2; 14 days N=2), and SP-C^I73T^ApoE^HOM^ (controls N=2; 14 days N=3). Red arrowhead indicates molecular weight band for ApoE (34 KDa). Black brackets represent ApoE^WT^, Apoe^HET^, ApoE^HOM^ BAL fluid from control SP-C^I73T^ mice. Red brackets represent ApoE^WT^, Apoe^HET^, ApoE^HOM^ BAL fluid 14 days post SP-C^I73T^ induced injury. **(K)** Duplex *in situ* hybridization analysis for *Tgfb1* (pink) *Spp1* (blue) in SP-C^I73T^ApoE^WT^, SP-C^I73T^ApoE^HET^, and SP-C^I73T^ApoE^HOM^ lungs 14 days post injury. Representative images are shown. **(L-M)** H&E staining and histological scoring of SP-C^I73T^ApoE^WT^, SP-C^I73T^ApoE^HET^, and SP-C^I73T^ApoE^HOM^ lungs 14 days post injury. Pathological scoring included counting of foci of injury, extent of inflammation, edema, hemorrhage, and alveolar architecture remodeling. Representative images are shown. **(N)** Bronchoalveolar lavage fluid (BAL) cell counts of SP-C^I73T^ApoE^WT^, SP-C^I73T^ApoE^HET^, and SP-C^I73T^ApoE^HOM^ samples (controls and 14 days post injury). Data are presented as mean ± SEM (n = 4-9 mice/group), analyzed using two-way ANOVA. A p<0.05 (*) was considered significant. Lines mark significant groups. **(O)** Kaplan–Meier survival curve of SP-C^I73T^ApoE^WT^, SP-C^I73T^ApoE^HET^, and SP-C^I73T^ApoE^HOM^ lungs 14 days post injury. Analysis includes mice found dead or displaying ≥20% body weight from study initiation. Log-Sum (Mantel-Cox) Rank test was used.

### Genetic ablation of ApoE does not impact SP-C^I73T^ induced injury

Curated analysis for genes involved in lipid handling and metabolism showed heterogeneous expression among mononuclear myeloid cells during SP-C^I73T^ induced injury and fibrosis. Monocytes exhibited a limited repertoire of lipid-associated genes. Alveolar macrophages displayed an extensive signature at baseline (*Fabp1, Plin2, Lipa, Lpl, Lpin1, Abcg1, Acox1*) which expanded after injury (*Nr1h3, Marco, Fabp4*). *Mertk* ^+^ macrophages developed distinct signatures at 14 days (*Nr1h3, Marco, Plin2, Abca1*) and 42 days (*Pparg Ldlr*, *Lrp1, Lrp12*, and *Acox1*), a time coordinated with their maximal abundance (**Figure 7A**). *Trem2^+^* gene expression was restricted to ATP binding cassette transporters (*Abca1, Abca9*) and exclusive *Apoe* expression. Analysis of the distribution of *Apoe* and two of its established receptors (*Lrp1, Ldlr*) confirmed predominant expression in mononuclear myeloid and mesenchymal clusters (**Figures 7B–D**) (54). Immunohistochemical analysis of ApoE showed increases in parenchymal and immune cells 7 days and 14 days post induction, in particular within injury foci (**Figure 7E**). *In situ* hybridization analysis validated the origin of *Apoe* in CD68^+^ macrophages up to 42 days after SP-C^I73T^ injury, while western blot analysis of BAL fluid also confirmed protein increases after SP-C^I73T^ induced injury (**Figures 7F, G**). Our bulk RNA sequencing predicted activation of the ApoE signaling pathway in SigF^+^CD11c^+^CD64^+^ alveolar macrophages, however its expression (or that of its receptors) was not spatially restricted (**Figures 7H, I**). To test the hypothesis that ApoE is directly implicated in Mo/Mac/DC function during pulmonary remodeling, mono- and bi-allelic deletion of ApoE (SP-C^I73T^ApoE^HET^ and ApoE^HOM^) was designed (**Figure 7J**). Neither ApoE hypofunctional or null mice impacted accumulation of *Spp1* ^+^ macrophages within areas of injury 14 days post SP-C^I73T^ induction (**Figure 7K**). Similarly, there was no improvements in pulmonary histopathological scoring, BAL cell counts, or mortality (**Figures 7L–O**).

## Discussion

Genetic mutations in key nodes of pulmonary epithelial function are intertwined with familial forms of pulmonary fibrosis (PF) and other interstitial lung diseases (55). Dysbiosis among parenchymal cells promote repeated cycles of injury, inflammation, epithelial-to-mesenchymal transition, and the proliferation of polyclonal fibroblast clusters, leading to spatially and temporally heterogenous tissue remodeling (56–58). In the current paradigm of PF, the role of immune cells remains ambiguous and primarily circumscribed to “acute inflammatory exacerbations”, sporadic events that severely worsen disease phenotype and accelerate patient mortality. This paradigm is supported by clinical and experimental evidence linking excess inflammatory monocyte mobilization and their retention as pro-fibrotic monocyte-derived macrophages to poor prognosis (13, 14, 20, 22). Our group has previously defined the involvement of mononuclear myeloid cells at all stages of inflammatory exacerbations triggered by a clinically relevant single point mutation in the alveolar epithelial cell specific gene encoding for the surfactant protein C (SP-C^I73T^) (59). Using this experimental platform and available human IPF datasets, this work aimed to expand the current understanding of PF and fill an important gap pertaining to macrophage phenotypic heterogeneity and aberrant cell-cell crosstalk in fibrotic disease. Specifically, we spatially characterized the transcriptional profile of CD68^+^ macrophages within and surrounding fibrotic foci of injury; defined incoming and outgoing pro-fibrotic communications among pulmonary cells; identified a dynamic lipid signature across all annotated macrophage and monocyte clusters, with a sole population producing *Apoe*; and showed that SP-C^I73T^ induced fibrosis is marginally impacted by genetic *Apoe* deletion.

Initial work was designed to spatially localize activated macrophages in the healthy, inflamed, and fibrosing lung. This approach aligns with a handful of recent reports that elegantly resolve epithelial, mesenchymal, and immune cell identity and abundance in clinical and experimental fibrosis (60, 61). Our studies go beyond the focus of these publications by placing emphasis on the distribution of macrophages from spatially diverse regions of the injured lung. CD68 represents a compromise allowing to sample both control/healthy and injured macrophages. Our gene expression and hierarchical clustering analysis demonstrate heterogenous transcriptional signatures among macrophages sampled from the fibrosing lung, thus suggesting a gradient of activation based on spatial localization. Pathway analysis also painted an unexpected picture characterized by transcriptionally quiescent CD68^+^ cells sampled from fully remodeled regions, contrasting a hyperactive phenotype emanating from peri-injured macrophages. Within this region of interest our findings also support the notion that macrophages activation is linked to their proximity to the injury. Findings that innate and adaptive immunity, matrix remodeling, senescence, and redox balance signals are predicted to be driven primarily by peri-injured macrophages (compared to all other sampled regions) adds depth to previous reports showing unequal expression of inflammatory proteins among immune cells found in healthy and fibrotic regions of the clinically diseased lung (62). Our results also support and complement evidence showing downregulation of inflammatory signaling (TNFα) in IPF immune infiltrates compared to healthy/unaffected regions (63). The comprehensive nature of our transcriptional analysis is novel in the context of fibrosis, particularly in pulmonary injury triggered by genetic susceptibility of the epithelial compartment and could provide insights in the development of more targeted and effective therapeutics in the future.

To further appreciate the role of the resident alveolar compartment during inflammatory exacerbations progressing to fibrosis, flow cytometry-based sorting of CD11b^-^SigF^+^CD11c^+^ cells was performed 3 days and 14 days after SP-C^I73T^ induced injury. Our results allowed us to place these cells as players of all phases of the SP-C^I73T^ injury, through temporally restricted activation of canonical inflammatory pathways (IL6 and prostaglandin E2 exclusively shown 3 days post injury) and pro-fibrotic pathways (glycoprotein/GP6, SOX2, KLF4). At the same time, we show a subset of signaling networks sustained over our 14 day analysis, albeit driven by distinct transcriptional signatures (IFNγ, TGFβ1, IL-4) (64, 65). While these signals have been previously reported in the fibrotic lung, specific annotation in resident alveolar macrophages strengthens the notion that this population functions as a pleiotropic effector of inflammation and tissue remodeling (66, 67), and further substantiates our prior histopathological investigation of the SP-C^I73T^ injury (dysregulated inflammation and increased mortality) following pharmacological depletion of alveolar macrophages with clodronate liposomes (10).

Due to the phenotypic heterogeneity intrinsic of monocytes/macrophages in chronic disease, we built on our previous characterization of monocyte-derived macrophages through single-cell RNA sequencing (10, 22, 68). Albeit a low-resolution clustering analysis, we identified three macrophage (alveolar macrophages, *Trem2^+^*, and *Mertk^+^*), as well as transcriptionally distinct populations of monocytes (classical - *Itgam/cd11b*, *Cx3cr1*; inflammatory - *Ccr2, Ly6c, Lyz2*) (69). Our findings that complement signaling is involved in SP-C^I73T^ injury and fibrosis is consistent with evidence that soluble defense collagens support activation, proliferation, and tissue-repair functions of macrophages (70–72). Alongside these signals, our results define inflammatory monocytes and monocyte-derived moieties (interstitial macrophages) as centrally involved in fibronectin/FN1 and osteopontin/SPP1 signaling in the fibrosing lung, a finding consistent with bleomycin-induced injury (42, 73–78).

Mertk has been used to identify alveolar macrophages due to its role in mediating phagocytosis of apoptotic cells (79). Our annotation of a *Mertk^int^* cluster in control lungs is consistent to their identity as alveolar macrophages. However, identification of a second population of *Mertk^high^* cells appearing 42 days post injury and displaying a unique transcriptional signatures suggest these may be monocyte-derived moieties settling within the lung following the end of the inflammatory exacerbation. Further work needs to establish their identity since our pseudotime analysis did not fully recapitulate their origin.

Mining of a publicly available human IPF dataset (GSE136831, www.ipfcellatlas.com) offered the opportunity to add a translational value to these findings (40). Our analysis identified three macrophage clusters in the IPF lung that generate a transcriptional signature comparable to our murine results (innate immunity, interleukin mediated signaling, fibrogenic processes, and heightened transcriptional and translational control). In particular, this work confirmed the presence of *TREM2^+^* interstitial macrophages (cluster 0) and a population of alveolar macrophages (cluster 1) in late stage IPF (22, 80, 81). Due to the low resolution of the clustering, our findings do show a single cluster co-expressing *MERTK* and *TREM2*. At this stage, it is unclear if such population appears in established fibrosis as clinical literature seldom cites both markers. Independent of the nomenclature, our assessment is consistent with reports showing osteopontin/SPP1, fibronectin/FN1, and TGFβ1 signaling in the fibrotic niche (73, 82–84).

The importance of defining the metabolic signatures accompanying acute and chronic inflammation has great therapeutic potential (85). Our analysis identifies a robust lipid signature in steady-state alveolar macrophages, a notion consistent with their role in surfactant lipid (fluid) recycling and maintenance (86). The changes observed during SP-C^I73T^ injury are consistent with the notion that pro-fibrotic reprogramming requires a metabolic shift towards lipid consumption (87, 88). Therapeutically noteworthy is the transcriptional signature produced by *Mertk^high^* macrophages 42 days post injury, which included *Pparg* and several apolipoprotein receptors. Indeed, there is a large body of evidence showing that engaging this transcription factor is effective in attenuating the fibrotic phenotype (89–91). By comparison, this work leveraged the specificity of the *Apoe* signal originating from *Trem2* ^+^ cells and recent experimental evidence linking this lipoprotein to pro-fibrotic monocyte-derived macrophages during chemical-induced fibrosis (36, 92–94). Our findings that ApoE deletion does not provide overt benefits on *Spp1^+^* cell accumulation in the foci of injury, total inflammation, or survival is somewhat surprising. Confounding elements related to the compensatory effects of a global knock out, or the impact of ApoE deletion on a surfactant impaired system may need further examination. Despite these incongruences, our results support the value of ApoE as a biomarker indicative of the presence of *Spp1* ^+^ and *Fn1^+^* pro-fibrotic macrophages in the lung.

Though comprehensive, any experimental modeling of disease has limitations. While pairing murine sequencing data with human single-cell datasets offers translational value, elements related to disease staging (early inflammatory exacerbation vs. end-stage disease) and heterogeneity of human IPF etiology make this assessment less obvious. Furthermore, it is well established that use of antibody-based sorting introduces bias to the analysis (e.g., CD11b^-^SigF^+^CD11c^+^ in our bulk sequencing, CD45^+^CD68^+^ for spatial analysis). To a lesser degree, clustering analysis of single-cell RNA sequencing data and cell-communication predictive tools introduce bias related to pathway annotation, and therefore any analysis attempting to describe non-canonical signaling (e.g. ApoE signaling in inflammation rather than lipid homeostasis) may not find a fitting match.

Despite any potential drawback, this work comprehensively assesses the spatial and phenotypic distribution of macrophages in pulmonary fibrosis triggered by a fibrogenic mutation in the alveolar epithelial cell restricted gene encoding for the SP-C. Our data finds peri-injury macrophages to produce an extremely active phenotype, while CD68^+^ cells localized within the fibrotic foci appear transcriptionally dormant at the peak of an inflammation exacerbation. Single cell analysis elucidated the intercellular communications occurring in the lung, while identifying *Ccr2^+^Ly6c* ^+^ inflammatory monocytes and *trem2^+^* interstitial macrophages as distinct fibrogenic populations in SP-C^I73T^ induced injury. Furthermore, our work defined distinct lipid signatures among macrophage populations and propose ApoE as a potential biomarker to identify SPP1- and FN1-producing macrophages. Taken together, this work provides an essential framework for the identification (and future targeting) of deleterious macrophage populations in the early and late stages of the fibrogenic process.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Ethics statement

The animal study was approved by the Institutional Animal Care and Use Committee, University of Utah. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

PM: Data curation, Formal analysis, Methodology, Resources, Software, Visualization, Writing – original draft, Writing – review & editing. JC: Conceptualization, Data curation, Methodology, Validation, Writing – review & editing. SC: Data curation, Formal analysis, Methodology, Software, Visualization, Writing – review & editing. JN: Data curation, Formal analysis, Methodology, Visualization, Writing – review & editing. QW: Data curation, Methodology, Visualization, Writing – review & editing. TM: Formal analysis, Methodology, Visualization, Writing – review & editing. AV: Conceptualization, Data curation, Formal analysis, Funding acquisition, Investigation, Methodology, Project administration, Resources, Software, Supervision, Validation, Visualization, Writing – original draft, Writing – review & editing.

## References

[1] CottinVHiraniNAHotchkinDLNambiarAMOguraTOtaolaM. Presentation, diagnosis and clinical course of the spectrum of progressive-fibrosing interstitial lung diseases. Eur Respir Rev. (2018) 27:180076. doi: 10.1183/16000617.0076-2018 30578335 PMC9489068

[2] WijsenbeekMCottinV. Spectrum of fibrotic lung diseases. N Engl J Med. (2020) 383:958–68. doi: 10.1056/NEJMra2005230 32877584

[3] ContiSHarariSCaminatiAZanobettiASchwartzJDBertazziPA. The association between air pollution and the incidence of idiopathic pulmonary fibrosis in Northern Italy. Eur Respir J. (2018) 51(1):1700397. doi: 10.1183/13993003.00397-2017 29371377

[4] WinterbottomCJShahRJPattersonKCKreiderMEPanettieriRAJr.Rivera-LebronB. Exposure to ambient particulate matter Is associated with accelerated functional decline in idiopathic pulmonary fibrosis. Chest. (2018) 153:1221–8. doi: 10.1016/j.chest.2017.07.034 PMC602629028802694

[5] SpagnoloPKropskiJAJonesMGLeeJSRossiGKarampitsakosT. Idiopathic pulmonary fibrosis: Disease mechanisms and drug development. Pharmacol Ther. (2021) 222:107798. doi: 10.1016/j.pharmthera.2020.107798 33359599 PMC8142468

[6] CuiFSunYXieJLiDWuMSongL. Air pollutants, genetic susceptibility and risk of incident idiopathic pulmonary fibrosis. Eur Respir J. (2023) 61(2):2200777. doi: 10.1183/13993003.00777-2022 36137588

[7] SeséLHarariS. Now we know: chronic exposure to air pollutants is a risk factor for the development of idiopathic pulmonary fibrosis. Eur Respir J. (2023) 61(2):2202113. doi: 10.1183/13993003.02113-2022 36731901

[8] MulugetaSNurekiSBeersMF. Lost after translation: insights from pulmonary surfactant for understanding the role of alveolar epithelial dysfunction and cellular quality control in fibrotic lung disease. Am J Physiol Lung Cell Mol Physiol. (2015) 309:L507–25. doi: 10.1152/ajplung.00139.2015 PMC457241626186947

[9] VenosaAKatzenJTomerYKoppMJamilSRussoSJ. Epithelial expression of an interstitial lung disease–associated mutation in surfactant protein-C modulates recruitment and activation of key myeloid cell populations in mice. J Immunol. (2019) 202:2760–71. doi: 10.4049/jimmunol.1900039 PMC647855730910861

[10] VenosaACowmanSKatzenJTomerYArmstrongBSMulugetaS. Role of CCR2(+) myeloid cells in inflammation responses driven by expression of a surfactant protein-C mutant in the alveolar epithelium. Front Immunol. (2021) 12:665818–8. doi: 10.3389/fimmu.2021.665818 PMC810141033968067

[11] HawkinsAGuttentagSHDeterdingRFunkhouserWKGoralskiJLChatterjeeS. A non-BRICHOS SFTPC mutant (SP-C(I73T)) linked to interstitial lung disease promotes a late block in macroautophagy disrupting cellular proteostasis and mitophagy. Am J Physiol Lung Cell Mol Physiol. (2015) 308:L33–47. doi: 10.1152/ajplung.00217.2014 PMC428169625344067

[12] KatzenJWagnerBDVenosaAKoppMTomerYRussoSJ. An SFTPC BRICHOS mutant links epithelial ER stress and spontaneous lung fibrosis. JCI Insight. (2019) 4(6):e126125. doi: 10.1172/jci.insight.126125 30721158 PMC6483196

[13] TeohAKYJoHEChambersDCSymonsKWaltersEHGohNS. Blood monocyte counts as a potential prognostic marker for idiopathic pulmonary fibrosis: analysis from the Australian IPF registry. Eur Respir J. (2020) 55(4):1901855. doi: 10.1183/13993003.01855-2019 31949112

[14] KreuterMLeeJSTzouvelekisAOldhamJMMolyneauxPLWeyckerD. Monocyte count as a prognostic biomarker in patients with idiopathic pulmonary fibrosis. Am J Respir Crit Care Med. (2021) 204:74–81. doi: 10.1164/rccm.202003-0669OC 33434107 PMC8437112

[15] GibsonCDKuglerMCDeshwalHMungerJSCondosR. Advances in targeted therapy for progressive fibrosing interstitial lung disease. Lung. (2020) 198:597–608. doi: 10.1007/s00408-020-00370-1 32591895

[16] JanssenWJBarthelLMuldrowAOberley-DeeganREKearnsMTJakubzickC. Fas determines differential fates of resident and recruited macrophages during resolution of acute lung injury. Am J Respir Crit Care Med. (2011) 184:547–60. doi: 10.1164/rccm.201011-1891OC PMC317555021471090

[17] GibbingsSLGoyalRDeschANLeachSMPrabagarMAtifSM. Transcriptome analysis highlights the conserved difference between embryonic and postnatal-derived alveolar macrophages. Blood. (2015) 126:1357–66. doi: 10.1182/blood-2015-01-624809 PMC456681126232173

[18] TanSYKrasnowMA. Developmental origin of lung macrophage diversity. Development. (2016) 143:1318–27. doi: 10.1242/dev.129122 PMC485251126952982

[19] ReyfmanPAWalterJMJoshiNAnekallaKRMcquattie-PimentelACChiuS. Single-cell transcriptomic analysis of human lung provides insights into the pathobiology of pulmonary fibrosis. Am J Respir Crit Care Med. (2019) 199:1517–36. doi: 10.1164/rccm.201712-2410OC PMC658068330554520

[20] JoshiNWatanabeSVermaRJablonskiRPChenC-IChereshP. A spatially restricted fibrotic niche in pulmonary fibrosis is sustained by M-CSF/M-CSFR signalling in monocyte-derived alveolar macrophages. Eur Respir J. (2020) 55(1):1900646. doi: 10.1183/13993003.00646-2019 31601718 PMC6962769

[21] YoungLRGullemanPMShortCWTanjoreHSherrillTQiA. Epithelial-macrophage interactions determine pulmonary fibrosis susceptibility in Hermansky-Pudlak syndrome. JCI Insight. (2016) 1:e88947. doi: 10.1172/jci.insight.88947 27777976 PMC5070955

[22] MisharinAVMorales-NebredaLReyfmanPACudaCMWalterJMMcquattie-PimentelAC. Monocyte-derived alveolar macrophages drive lung fibrosis and persist in the lung over the life span. J Exp Med. (2017) 214:2387–404. doi: 10.1084/jem.20162152 PMC555157328694385

[23] TakahashiFTakahashiKOkazakiTMaedaKIenagaHMaedaM. Role of osteopontin in the pathogenesis of bleomycin-induced pulmonary fibrosis. Am J Respir Cell Mol Biol. (2001) 24:264–71. doi: 10.1165/ajrcmb.24.3.4293 11245625

[24] DongJMaQ. Osteopontin enhances multi-walled carbon nanotube-triggered lung fibrosis by promoting TGF-β1 activation and myofibroblast differentiation. Particle Fibre Toxicol. (2017) 14:18. doi: 10.1186/s12989-017-0198-0 PMC546560128595626

[25] UpaguptaCShimboriCAlsilmiRKolbM. Matrix abnormalities in pulmonary fibrosis. Eur Respir Rev. (2018) 27:180033. doi: 10.1183/16000617.0033-2018 29950306 PMC9489108

[26] GaoXJiaGGuttmanADepiantoDJMorsheadKBSunK-H. Osteopontin links myeloid activation and disease progression in systemic sclerosis. Cell Rep Med. (2020) 1:100140. doi: 10.1016/j.xcrm.2020.100140 33294861 PMC7691442

[27] HatipogluOFUctepeEOpokuGWakeHIkemuraKOhtsukiT. Osteopontin silencing attenuates bleomycin-induced murine pulmonary fibrosis by regulating epithelial–mesenchymal transition. Biomedicine Pharmacotherapy. (2021) 139:111633. doi: 10.1016/j.biopha.2021.111633 34243624

[28] ConroyLRClarkeHAAllisonDBValencaSSSunQHawkinsonTR. Spatial metabolomics reveals glycogen as an actionable target for pulmonary fibrosis. Nat Commun. (2023) 14(1):2759. doi: 10.1038/s41467-023-38437-1 37179348 PMC10182559

[29] RajeshRAtallahRBärnthalerT. Dysregulation of metabolic pathways in pulmonary fibrosis. Pharmacol Ther. (2023) 246:108436. doi: 10.1016/j.pharmthera.2023.108436 37150402

[30] KellyBO’neillLA. Metabolic reprogramming in macrophages and dendritic cells in innate immunity. Cell Res. (2015) 25:771–84. doi: 10.1038/cr.2015.68 PMC449327726045163

[31] LiuYXuRGuHZhangEQuJCaoW. Metabolic reprogramming in macrophage responses. biomark Res. (2021) 9:1. doi: 10.1186/s40364-020-00251-y 33407885 PMC7786975

[32] WangSLiuGLiYPanY. Metabolic reprogramming induces macrophage polarization in the tumor microenvironment. Front Immunol. (2022) 13:840029. doi: 10.3389/fimmu.2022.840029 35874739 PMC9302576

[33] DoroteaDKoyaDHaH. Recent insights into SREBP as a direct mediator of kidney fibrosis via lipid-independent pathways. Front Pharmacol. (2020) 11. doi: 10.3389/fphar.2020.00265 PMC709272432256356

[34] JaroonwitchawanTArimochiHSasakiYIshifuneCKondoHOtsukaK. Stimulation of the farnesoid X receptor promotes M2 macrophage polarization. Front Immunol. (2023) 14. doi: 10.3389/fimmu.2023.1065790 PMC991165936776885

[35] BaitschDBockHHEngelTTelgmannRMuller-TidowCVargaG. Apolipoprotein E induces antiinflammatory phenotype in macrophages. Arterioscler Thromb Vasc Biol. (2011) 31:1160–8. doi: 10.1161/ATVBAHA.111.222745 PMC352939821350196

[36] CuiHJiangDBanerjeeSXieNKulkarniTLiuRM. Monocyte-derived alveolar macrophage apolipoprotein E participates in pulmonary fibrosis resolution. JCI Insight. (2020) 5(5):e134539. doi: 10.1172/jci.insight.134539 32027623 PMC7141408

[37] VenosaAMalaviyaRGowAJHallLLaskinJDLaskinDL. Protective role of spleen-derived macrophages in lung inflammation, injury, and fibrosis induced by nitrogen mustard. Am J Physiol Lung Cell Mol Physiol. (2015) 309:L1487–1498. doi: 10.1152/ajplung.00276.2015 PMC468332026475734

[38] R Core Team. R: A language and environment for statistical computing. R Foundation for Statistical Computing. Vienna, Austria (2013). Available at: https://www.R-project.org/.

[39] LoveMIHuberWAndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. (2014) 15:550. doi: 10.1186/s13059-014-0550-8 25516281 PMC4302049

[40] AdamsTSSchuppJCPoliSAyaubEANeumarkNAhangariF. Single-cell RNA-seq reveals ectopic and aberrant lung-resident cell populations in idiopathic pulmonary fibrosis. Sci Adv. (2020) 6:eaba1983. doi: 10.1126/sciadv.aba1983 32832599 PMC7439502

[41] ZappiaLOshlackA. Clustering trees: a visualization for evaluating clusterings at multiple resolutions. Gigascience. (2018) 7(7):giy083. doi: 10.1093/gigascience/giy083 30010766 PMC6057528

[42] AranDLooneyAPLiuLWuEFongVHsuA. Reference-based analysis of lung single-cell sequencing reveals a transitional profibrotic macrophage. Nat Immunol. (2019) 20:163–72. doi: 10.1038/s41590-018-0276-y PMC634074430643263

[43] HafemeisterCSatijaR. Normalization and variance stabilization of single-cell RNA-seq data using regularized negative binomial regression. Genome Biol. (2019) 20:296. doi: 10.1186/s13059-019-1874-1 31870423 PMC6927181

[44] Ahlmann-EltzeCHuberW. glmGamPoi: fitting Gamma-Poisson generalized linear models on single cell count data. Bioinformatics. (2021) 36:5701–2. doi: 10.1093/bioinformatics/btaa1009 PMC802367533295604

[45] HaoYHaoSAndersen-NissenEMauckWM3rdZhengSButlerA. Integrated analysis of multimodal single-cell data. Cell. (2021) 184:3573–3587.e3529. doi: 10.1016/j.cell.2021.04.048 34062119 PMC8238499

[46] KuleshovMVJonesMRRouillardADFernandezNFDuanQWangZ. Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. Nucleic Acids Res. (2016) 44:W90–97. doi: 10.1093/nar/gkw377 PMC498792427141961

[47] TrapnellCCacchiarelliDGrimsbyJPokharelPLiSMorseM. The dynamics and regulators of cell fate decisions are revealed by pseudotemporal ordering of single cells. Nat Biotechnol. (2014) 32:381–6. doi: 10.1038/nbt.2859 PMC412233324658644

[48] QiuXMaoQTangYWangLChawlaRPlinerHA. Reversed graph embedding resolves complex single-cell trajectories. Nat Methods. (2017) 14:979–82. doi: 10.1038/nmeth.4402 PMC576454728825705

[49] CaoJSpielmannMQiuXHuangXIbrahimDMHillAJ. The single-cell transcriptional landscape of mammalian organogenesis. Nature. (2019) 566:496–502. doi: 10.1038/s41586-019-0969-x 30787437 PMC6434952

[50] DimitrovDTüreiDGarrido-RodriguezMBurmediPLNagaiJSBoysC. Comparison of methods and resources for cell-cell communication inference from single-cell RNA-Seq data. Nat Commun. (2022) 13(1):3224. doi: 10.1038/s41467-022-30755-0 35680885 PMC9184522

[51] DimitrovDSchäferPSLFarrEMierPRLobentanzerSDugourdA. LIANA+: an all-in-one cell-cell communication framework. bioRxiv. (2023) 2023.08.19.553863. doi: 10.1101/2023.08.19.553863

[52] TuJ-JLiH-SYanHZhangX-F. EnDecon: cell type deconvolution of spatially resolved transcriptomics data via ensemble learning. Bioinformatics. (2023) 39:btac825. doi: 10.1093/bioinformatics/btac825 36610709 PMC9825263

[53] JinSGuerrero-JuarezCFZhangLChangIRamosRKuanC-H. Inference and analysis of cell-cell communication using CellChat. Nat Commun. (2021) 12(1):1088. doi: 10.1038/s41467-021-21246-9 33597522 PMC7889871

[54] Lane-DonovanCHerzJ. ApoE, apoE receptors, and the synapse in alzheimer’s disease. Trends Endocrinol Metab. (2017) 28:273–84. doi: 10.1016/j.tem.2016.12.001 PMC536607828057414

[55] KropskiJABlackwellTSLoydJE. The genetic basis of idiopathic pulmonary fibrosis. Eur Respir J. (2015) 45:1717–27. doi: 10.1183/09031936.00163814 PMC484986725837031

[56] CookDNBrassDMSchwartzDA. A matrix for new ideas in pulmonary fibrosis. Am J Respir Cell Mol Biol. (2002) 27:122–4. doi: 10.1165/ajrcmb.27.2.f245 12151302

[57] HardieWDHagoodJSDaveVPerlAKWhitsettJAKorfhagenTR. Signaling pathways in the epithelial origins of pulmonary fibrosis. Cell Cycle. (2010) 9:2769–76. doi: 10.4161/cc.9.14.12268 PMC304096020676040

[58] WintersNIBurmanAKropskiJABlackwellTS. Epithelial injury and dysfunction in the pathogenesis of idiopathic pulmonaryFibrosis. Am J Med Sci. (2019) 357:374–8. doi: 10.1016/j.amjms.2019.01.010 PMC648131531010463

[59] NurekiSITomerYVenosaAKatzenJRussoSJJamilS. Expression of mutant Sftpc in murine alveolar epithelia drives spontaneous lung fibrosis. J Clin Invest. (2018) 128:4008–24. doi: 10.1172/JCI99287 PMC611857629920187

[60] CiccimarraRBolognesiMMZoboliMCattorettiGStellariFFRavanettiF. The normal and fibrotic mouse lung classified by spatial proteomic analysis. Sci Rep. (2022) 12(1):8742. doi: 10.1038/s41598-022-12738-9 35610327 PMC9130283

[61] BlumhagenRZKurcheJSCoolCDWaltsADHeinzDFingerlinTE. Spatially distinct molecular patterns of gene expression in idiopathic pulmonary fibrosis. Respir Res. (2023) 24:287. doi: 10.1186/s12931-023-02572-6 37978501 PMC10655274

[62] NuovoGJHagoodJSMagroCMChinNKapilRDavisL. The distribution of immunomodulatory cells in the lungs of patients with idiopathic pulmonary fibrosis. Modern Pathol. (2012) 25:416–33. doi: 10.1038/modpathol.2011.166 PMC327021922037258

[63] EyresMBellJADaviesERFabreAAlzetaniAJogaiS. Spatially resolved deconvolution of the fibrotic niche in lung fibrosis. Cell Rep. (2022) 40:111230. doi: 10.1016/j.celrep.2022.111230 35977489 PMC10073410

[64] WuQZhangK-JJiangS-MFuLShiYTanR-B. p53: A key protein that regulates pulmonary fibrosis. Oxid Med Cell Longevity. (2020) 2020:6635794. doi: 10.1155/2020/6635794 PMC772150133312337

[65] ChandranRRXieYGallardo-VaraEAdamsTGarcia-MilianRKabirI. Distinct roles of KLF4 in mesenchymal cell subtypes during lung fibrogenesis. Nat Commun. (2021) 12(1):7179. doi: 10.1038/s41467-021-27499-8 34893592 PMC8664937

[66] LeeC-MChoSJChoW-KParkJWLeeJ-HChoiAM. Laminin α1 is a genetic modifier of TGF-β1–stimulated pulmonary fibrosis. JCI Insight. (2018) 3(18):e99574. doi: 10.1172/jci.insight.99574 30232270 PMC6237225

[67] UhlKPaithankarSLeshchinerDJagerTEAbdelgiedMDixitB. Differential transcriptomic signatures of small airway cell cultures derived from IPF and COVID-19-induced exacerbation of interstitial lung disease. Cells. (2023) 12(20):2501. doi: 10.3390/cells12202501 37887346 PMC10605205

[68] NguyenJDeering-RiceCEArmstrongBSMassaCReillyCAVenosaA. Parenchymal and inflammatory cell responses to single and repeated ozone exposure in healthy and surfactant protein-C mutant lung. Toxicol Sci. (2022) 189:107–23. doi: 10.1093/toxsci/kfac074 PMC941217535866636

[69] TrzebanskiSJungS. Plasticity of monocyte development and monocyte fates. Immunol Lett. (2020) 227:66–78. doi: 10.1016/j.imlet.2020.07.007 32814154

[70] MinuttiCMJackson-JonesLHGarcía-FojedaBKnipperJASutherlandTELoganN. Local amplifiers of IL-4Rα-mediated macrophage activation promote repair in lung and liver. Science. (2017) 356:1076–80. doi: 10.1126/science.aaj2067 PMC573783428495878

[71] CasalsCGarcía-FojedaBMinuttiCM. Soluble defense collagens: Sweeping up immune threats. Mol Immunol. (2019) 112:291–304. doi: 10.1016/j.molimm.2019.06.007 31228661

[72] SikkelandLIBUelandTLundMBDurheimMTMollnesTE. A role for the terminal C5-C9 complement pathway in idiopathic pulmonary fibrosis. Front Med. (2023) 10. doi: 10.3389/fmed.2023.1236495 PMC1044497737621463

[73] MorseCTabibTSembratJBuschurKLBittarHTValenziE. Proliferating SPP1/MERTK-expressing macrophages in idiopathic pulmonary fibrosis. Eur Respir J. (2019) 54(2):1802441. doi: 10.1183/13993003.02441-2018 31221805 PMC8025672

[74] MatsubaraEKomoharaYEsumiSShinchiYIshizukaSMitoR. SPP1 derived from macrophages is associated with a worse clinical course and chemo-resistance in lung adenocarcinoma. Cancers (Basel). (2022) 14(18):4374. doi: 10.3390/cancers14184374 36139536 PMC9496817

[75] WangJZhangLLuoLHePXiongAJiangM. Characterizing cellular heterogeneity in fibrotic hypersensitivity pneumonitis by single-cell transcriptional analysis. Cell Death Discovery. (2022) 8:38. doi: 10.1038/s41420-022-00831-x 35091537 PMC8795750

[76] HanHGeXKomakulaSSBDesertRDasSSongZ. Macrophage-derived osteopontin (SPP1) protects from nonalcoholic steatohepatitis. Gastroenterology. (2023) 165:201–17. doi: 10.1053/j.gastro.2023.03.228 PMC1098664037028770

[77] HoeftKSchaeferGJLKimHSchumacherDBleckwehlTLongQ. Platelet-instructed SPP1(+) macrophages drive myofibroblast activation in fibrosis in a CXCL4-dependent manner. Cell Rep. (2023) 42:112131. doi: 10.1016/j.celrep.2023.112131 36807143 PMC9992450

[78] MoorePKAndersonKCMcmanusSATuTHKingEMMouldKJ. Single-cell RNA sequencing reveals unique monocyte-derived interstitial macrophage subsets during lipopolysaccharide-induced acute lung inflammation. Am J Physiol Lung Cell Mol Physiol. (2023) 324:L536–l549. doi: 10.1152/ajplung.00223.2022 36852927 PMC10069979

[79] ChakrabortySSinghAWangLWangXSanbornMAYeZ. Trained immunity of alveolar macrophages enhances injury resolution via KLF4-MERTK-mediated efferocytosis. J Exp Med. (2023) 220(11):e20221388. doi: 10.1084/jem.20221388 37615937 PMC10450795

[80] KotlyarovS. Participation of ABCA1 transporter in pathogenesis of chronic obstructive pulmonary disease. Int J Mol Sci. (2021) 22(7):3334. doi: 10.3390/ijms22073334 33805156 PMC8037621

[81] YangHQSunHLiKShaoMMZhaiKTongZH. Dynamics of host immune responses and a potential function of Trem2(hi) interstitial macrophages in Pneumocystis pneumonia. Respir Res. (2024) 25:72. doi: 10.1186/s12931-024-02709-1 38317180 PMC10845524

[82] CaiBDongiovanniPCoreyKEWangXShmarakovIOZhengZ. Macrophage merTK promotes liver fibrosis in nonalcoholic steatohepatitis. Cell Metab. (2020) 31:406–421.e407. doi: 10.1016/j.cmet.2019.11.013 31839486 PMC7004886

[83] LvJGaoHMaJLiuJTianYYangC. Dynamic atlas of immune cells reveals multiple functional features of macrophages associated with progression of pulmonary fibrosis. Front Immunol. (2023) 14. doi: 10.3389/fimmu.2023.1230266 PMC1052535137771586

[84] SheYXuXYuQYangXHeJTangXX. Elevated expression of macrophage MERTK exhibits profibrotic effects and results in defective regulation of efferocytosis function in pulmonary fibrosis. Respir Res. (2023) 24:118. doi: 10.1186/s12931-023-02424-3 37120511 PMC10148433

[85] LiJZhaiXSunXCaoSYuanQWangJ. Metabolic reprogramming of pulmonary fibrosis. Front Pharmacol. (2022) 13:1031890. doi: 10.3389/fphar.2022.1031890 36452229 PMC9702072

[86] PoelmaDLJuMRBakkerSCZimmermannLJLachmannBFVan IwaardenJF. A common pathway for the uptake of surfactant lipids by alveolar cells. Am J Respir Cell Mol Biol. (2004) 30:751–8. doi: 10.1165/rcmb.2003-0127OC 14644915

[87] WculekSKDunphyGHeras-MurilloIMastrangeloASanchoD. Metabolism of tissue macrophages in homeostasis and pathology. Cell Mol Immunol. (2022) 19:384–408. doi: 10.1038/s41423-021-00791-9 34876704 PMC8891297

[88] VassiliouEFarias-PereiraR. Impact of lipid metabolism on macrophage polarization: implications for inflammation and tumor immunity. Int J Mol Sci. (2023) 24(15):12032. doi: 10.3390/ijms241512032 37569407 PMC10418847

[89] ChandranSSchilkeRMBlackburnCMRYurochkoAMirzaRScottRS. Lipin-1 contributes to IL-4 mediated macrophage polarization. Front Immunol. (2020) 11. doi: 10.3389/fimmu.2020.00787 PMC721469732431707

[90] ZhouFFanXMiaoY. LPIN1 promotes triglycerides synthesis and is transcriptionally regulated by PPARG in buffalo mammary epithelial cells. Sci Rep. (2022) 12(1):2390. doi: 10.1038/s41598-022-06114-w 35149744 PMC8837653

[91] ZengQZhouT-THuangW-JHuangX-THuangLZhangX-H. Asarinin attenuates bleomycin-induced pulmonary fibrosis by activating PPARγ. Sci Rep. (2023) 13:14706. doi: 10.1038/s41598-023-41933-5 37679587 PMC10485066

[92] VenosaAMalaviyaRChoiHGowAJLaskinJDLaskinDL. Characterization of distinct macrophage subpopulations during nitrogen mustard-induced lung injury and fibrosis. Am J Respir Cell Mol Biol. (2016) 54:436–46. doi: 10.1165/rcmb.2015-0120OC PMC482103326273949

[93] GordonEMYaoXXuHKarkowskyWKalerMKalchiem-DekelO. Apolipoprotein E is a concentration-dependent pulmonary danger signal that activates the NLRP3 inflammasome and IL-1β secretion by bronchoalveolar fluid macrophages from asthmatic subjects. J Allergy Clin Immunol. (2019) 144:426–441.e423. doi: 10.1016/j.jaci.2019.02.027 30872118 PMC9152878

[94] VenosaASmithLCMurrayABanotaTGowAJLaskinJD. Regulation of macrophage foam cell formation during nitrogen mustard (NM)-induced pulmonary fibrosis by lung lipids. Toxicol Sci. (2019) 172:344–58. doi: 10.1093/toxsci/kfz187 PMC687626231428777

# Supplementary material for: Spatial and phenotypic heterogeneity of resident and monocyte-derived macrophages during inflammatory exacerbations leading to pulmonary fibrosis
**Source:** Front Immunol. 2024 Jul 19;15:1425466. doi: 10.3389/fimmu.2024.1425466
**Supplement:** Supplementary file 1

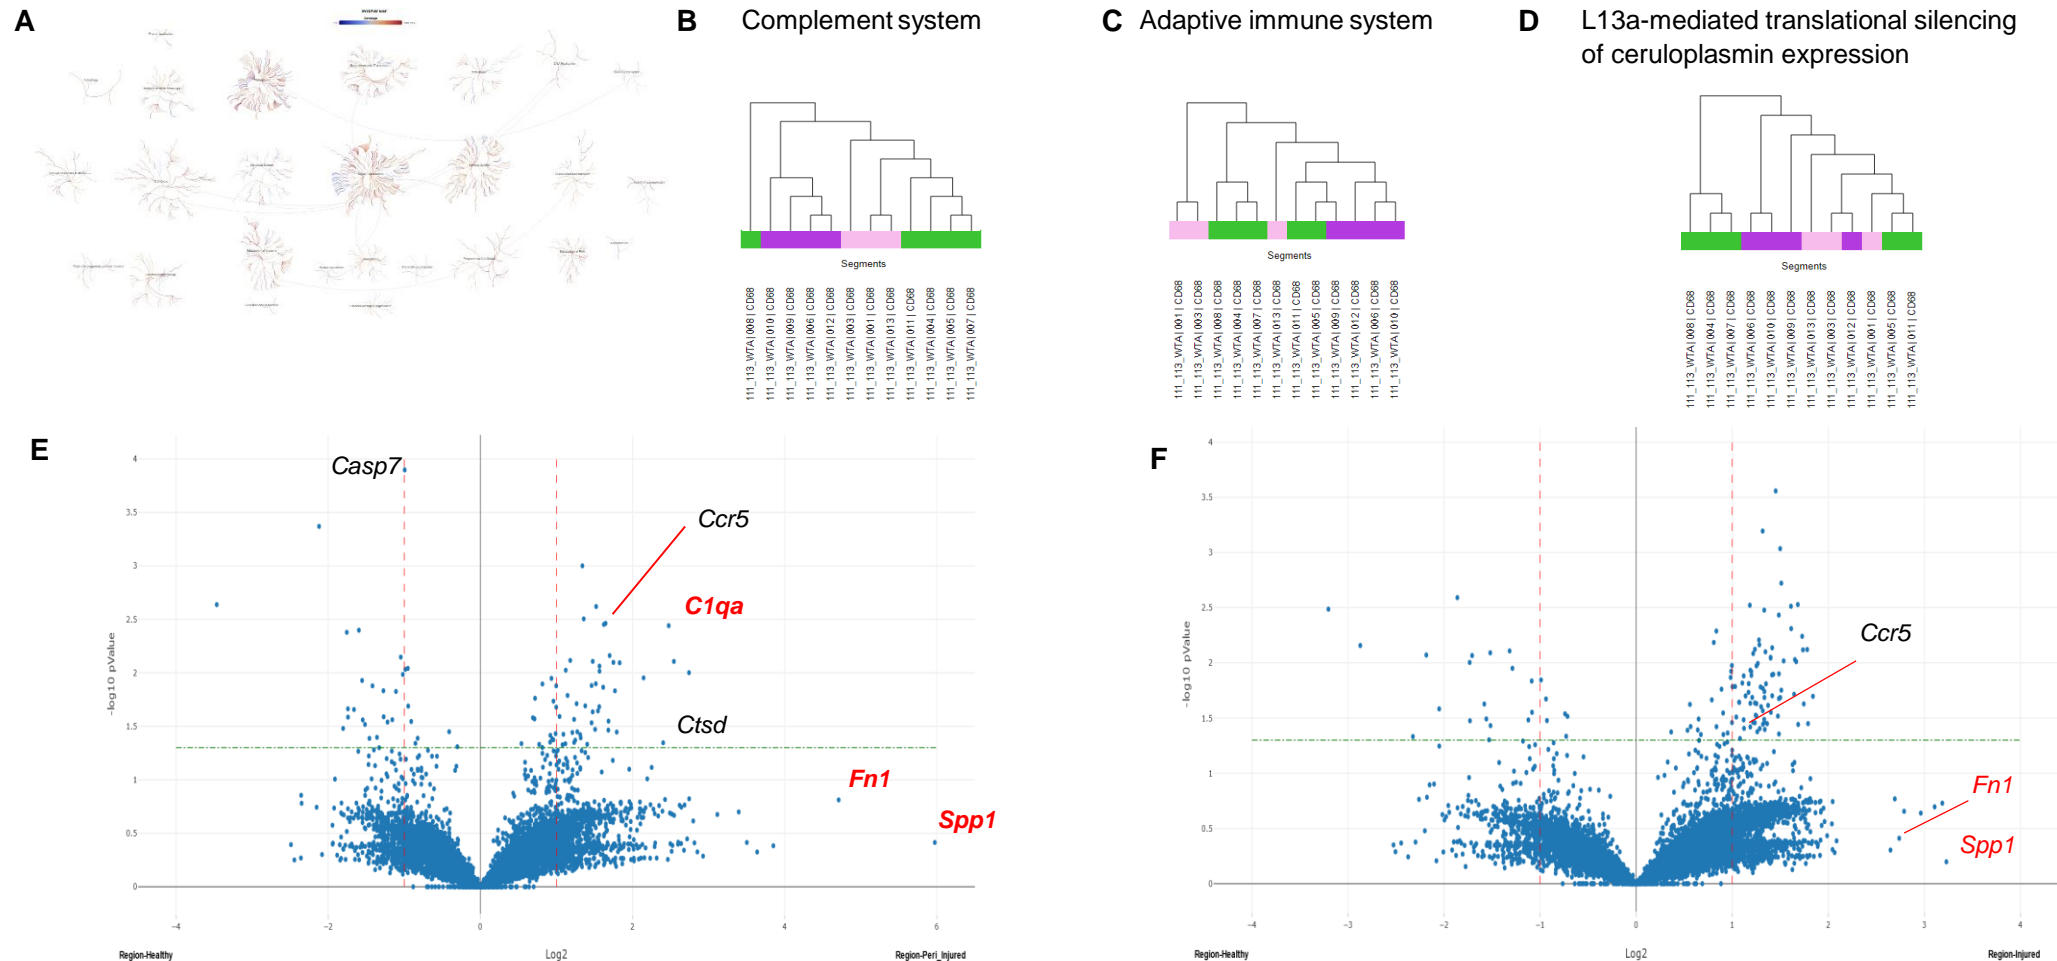

**Supp. Figure 1. Pathway analysis of CD68<sup>+</sup> macrophages in SP-CI<sup>73T</sup> induced injury.** (A) Pathway map of CD45<sup>+</sup>CD68<sup>+</sup> macrophages samples from controls or 14 days post SP-CI<sup>73T</sup> injury. (B-D) Pathway volcano plots comparison between (B-D) Hierarchical clustered heatmaps depicting the expression of genes associated with ‘Complement system’, ‘Adaptive immune system’, and ‘L13a-mediated translational silencing of ceruloplasmin expression’ in healthy (dark purple), peri-injured (pink), and injured (green) regions of the lung 14 days after SP-CI<sup>73T</sup> induced injury. (E-F) Volcano plot comparing gene expression between (E) healthy and peri-injured; (F) healthy and injured macrophages. Fold changes are represented on log2 scale. Significance is shown as -log<sub>10</sub>(pvalue) using linear mixed model. In red are representative complement and fibrosis-associated genes.

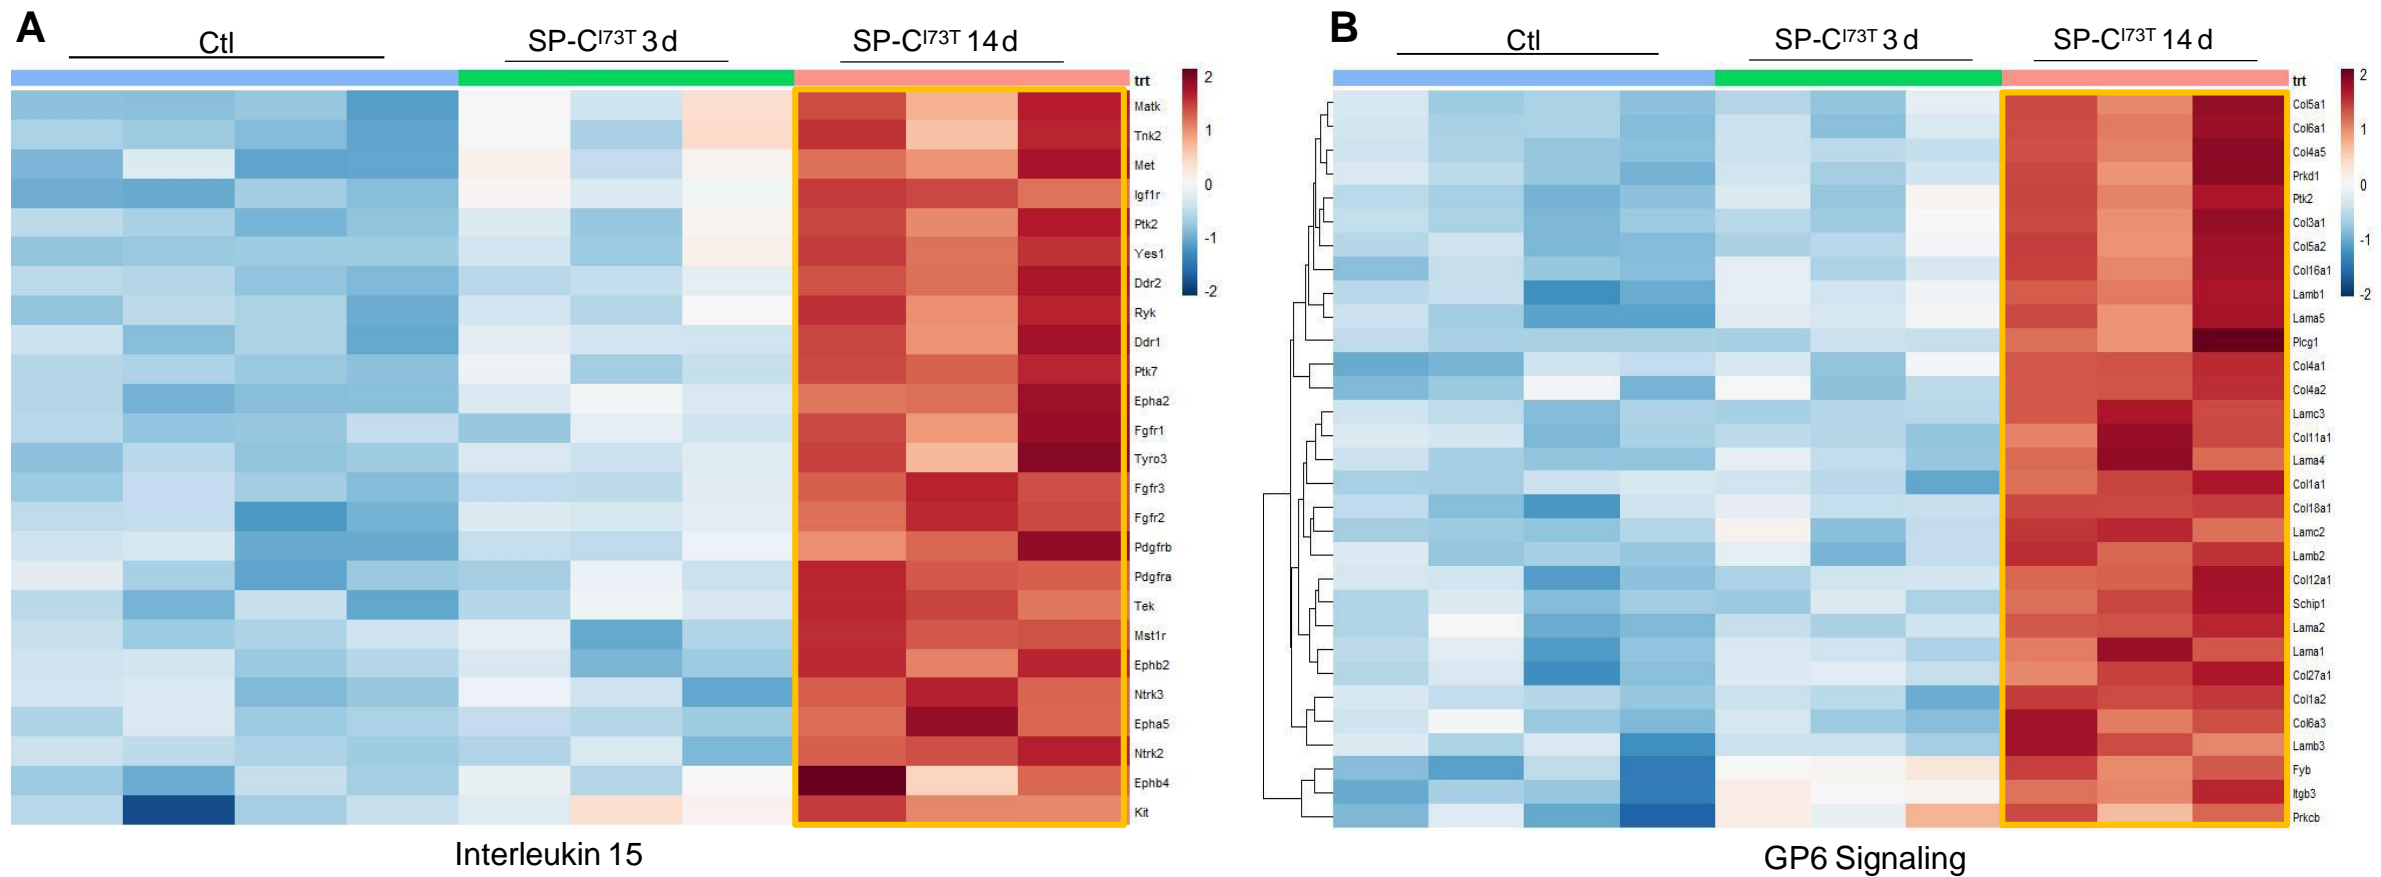

**Supp. Figure 2. Transcriptional analysis of resident alveolar macrophages following SP-C<sup>I73T</sup> induced injury.** Bulk RNA sequencing of flow cytometry sorted CD11b<sup>-</sup> SigF<sup>+</sup>CD11c<sup>+</sup>CD64<sup>+</sup> resident lung macrophages from control (N=4; Ctl, oil treated SP-C<sup>I73T</sup> mice) or tamoxifen treated SP-C<sup>I73T</sup> mice at 3 d and 14 d (N=3 for each condition). Heat maps depicting significantly altered genes associated with **(A)** Interleukin 15 and **(B)** GP6 signaling 3- and 14-days after injury relative to Ctl; criteria for significance was a 5% false discovery rate. Note orange and black boxes highlight signatures specific to a given time point.

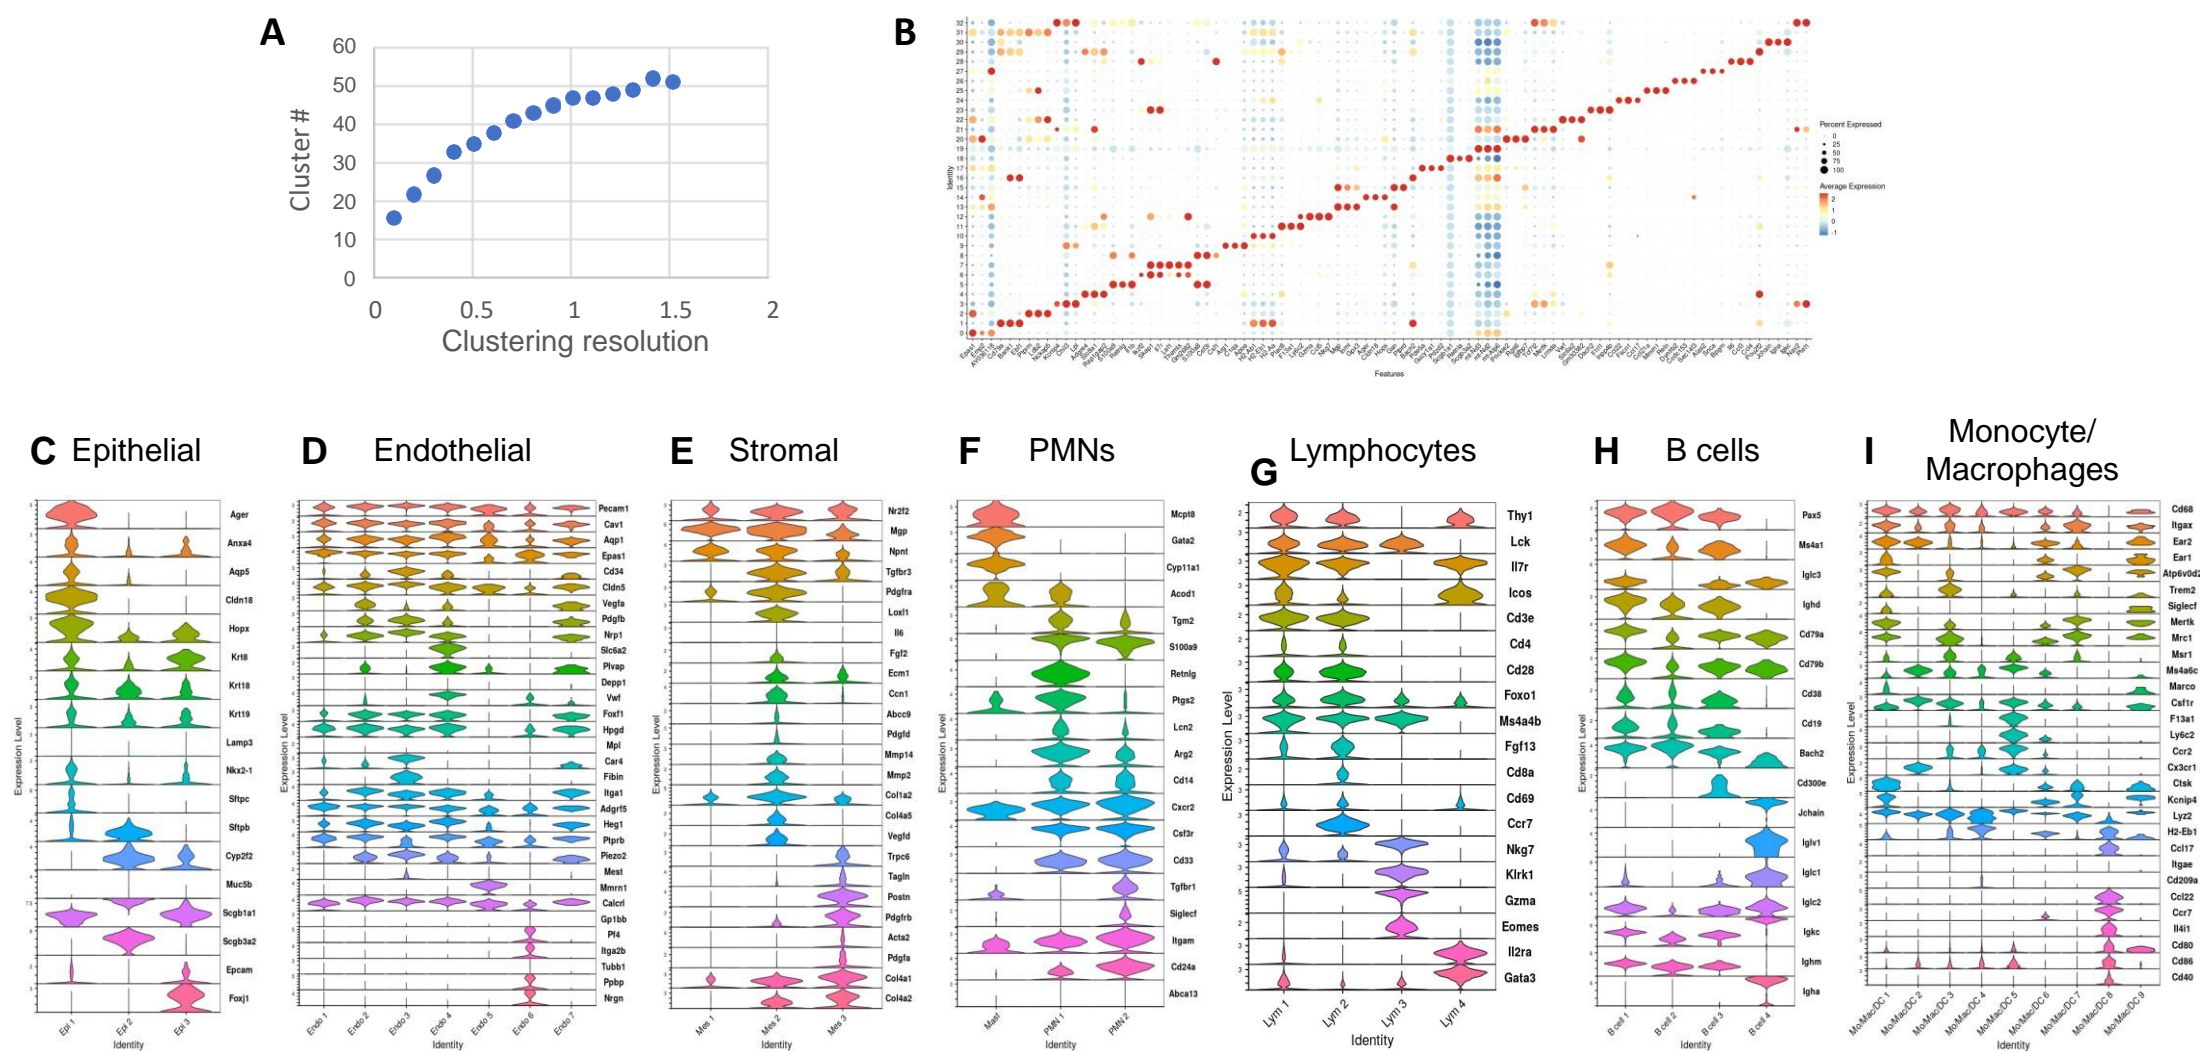

**Supp. Figure 3. Single-cell RNA sequencing analysis in the SP-C<sup>I73T</sup> lung.** (A) Cartesian plot depicting number of annotated clusters (y-axis) and clustering resolution (x-axis). Analysis was performed at 0.4 resolution. (B) Top 3 non redundant genes expressed by the 33 resulting clusters. (C-I) Violin plot depicting expression of a manually curated gene set of established identity markers for (C) alveolar epithelial type 1 and type 2 (Epi1), distal airway cells epithelial (Epi2), proximal airway and ciliated cells (Epi3); (D) endothelial (capillaries, arteries, veins, lymphatics, megakaryocytes); (E) mesenchymal/stromal (Mes/stromal 1 – *Mgp*, *Mpnt*, *Nr2f2*; Mes/stromal 2 – *Ecm1*, *Col1a1*, *Pdgfr1*, *Ccn1*; Mes/stromal 3 – *Acta2*, *Postn*, *Trpc6*, *Col4a1*); (F) mast cells and polymorphonuclear cells (PMN 1 – neutrophils – *Ptgs2*, *Retnlg*, *S100a9*; PMN 2 – eosinophils – *Tgfb1*, *Siglec1*, *Itgam*, *Cd24a*; mast cells – *Gata2*, *Cyp1a1*, *Mcpt8*); (G) lymphocytes (Lym 1 – *Cd3e*, *Cd28*, *Icos*, *Thy1*; Lym 2 – Cd8 T cells – *Cd8a*, *Cd69*, *Il7r*, *Ccr7*; Lym 3 – NK cells – *Nkg7*, *Klrk1*, *Gzma*; Lym 4 – *Gata3*, *Il2ra*, *Icos*, *Cd69*); (H) B cells (B cell 1 - *Pax5*, *Ms4a1*, *Iglc3*, *Ighd*, *H2-aa*, *Cd79a*, *Cd38*, *Cd19*; B cell 2 – *Bach2*; B cell 3 – *Cd300e*; B cell 4 - *Jchain*, *Iglv1*, *Iglc1*, *Iglc2*, *Igkc*, *Ighm*, *Igha*); and (I) alveolar macrophages, macrophages, and dendritic cells (Mo/Mac/DC1 - ) collected from controls (Ctl, oil treated SP-C<sup>I73T</sup> mice), 14 days or 42 days post SP-C<sup>I73T</sup> induction.

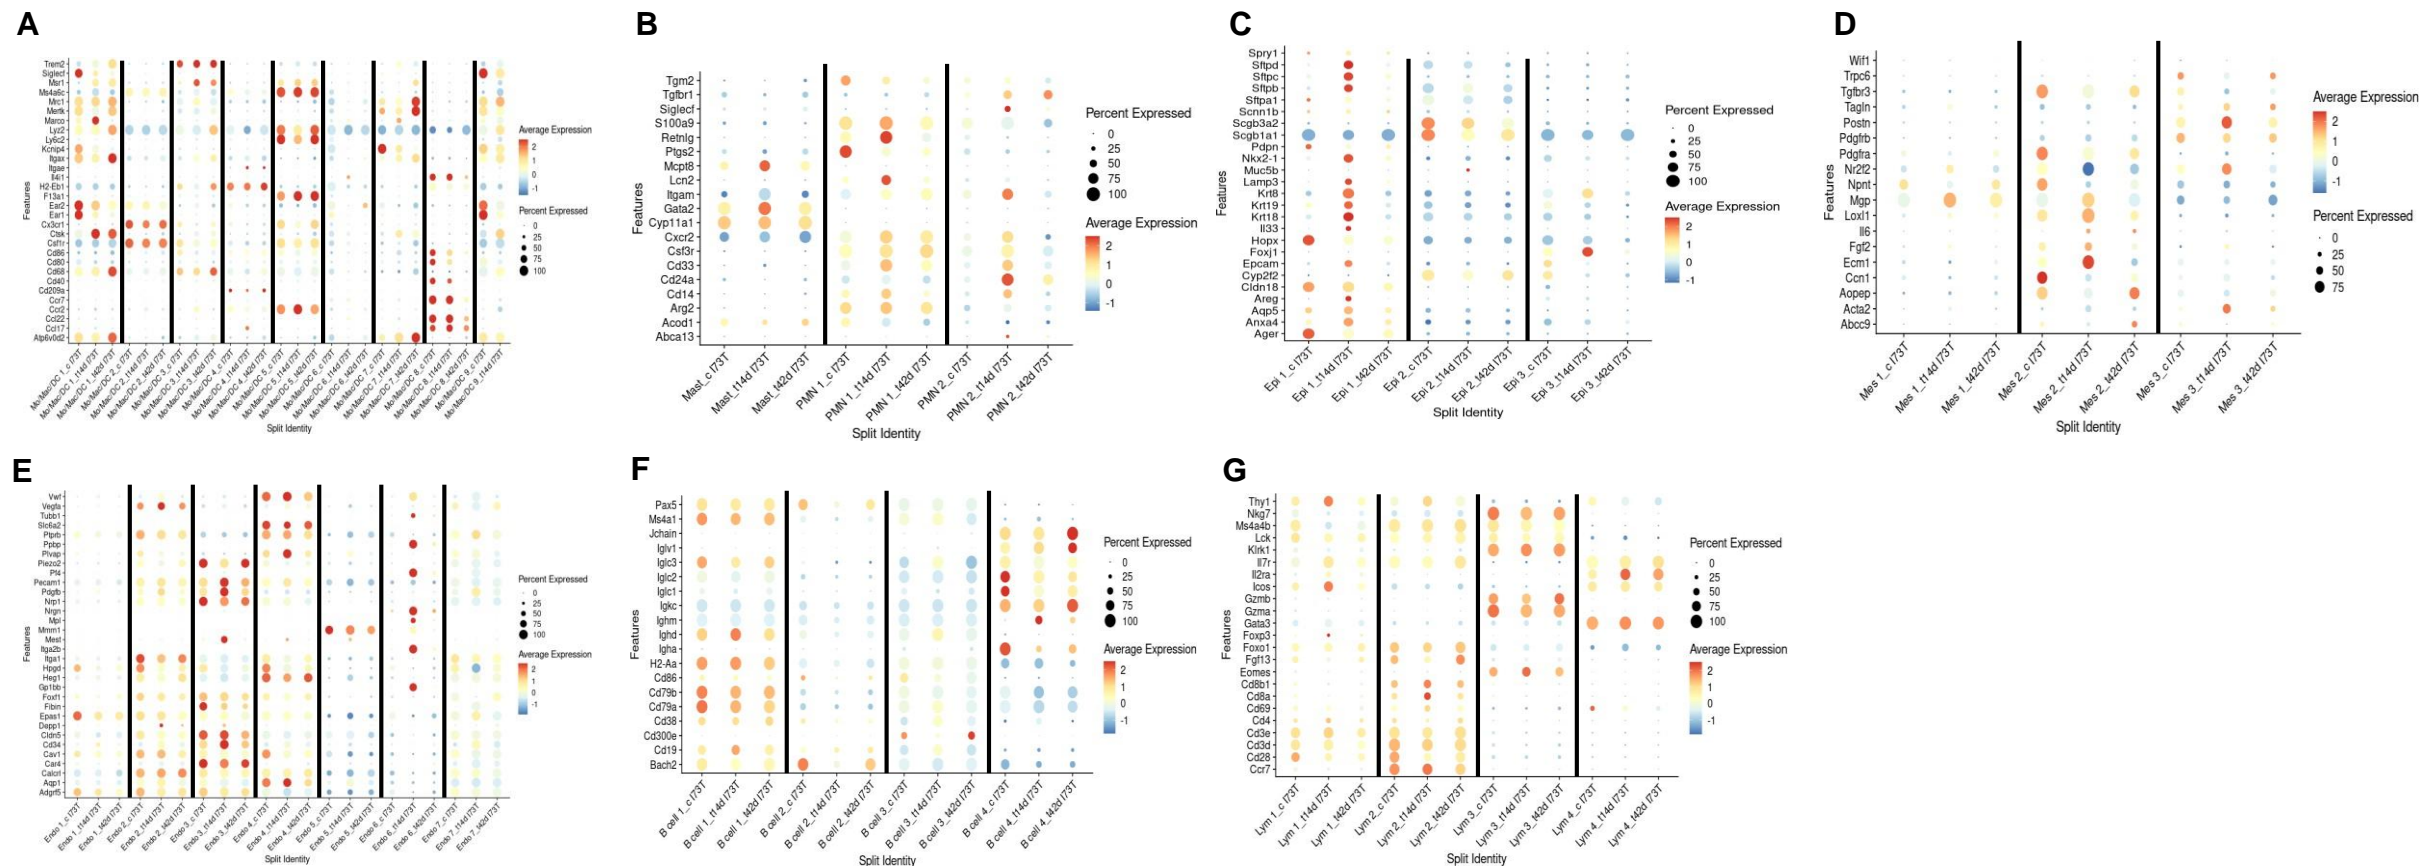

**Supp. Figure 4. Split identity analysis of single-cell RNA sequencing dataset collected from the SP-C<sup>I73T</sup> lung.** Split identity bubble plot of identity and activation genes curated for analysis of **(A)** monocytes/macrophages/DCs as listed in the original SingleR/manual annotation, **(B)** mast cells and polymorphonuclear, **(C)** epithelial, **(D)** mesenchymal/stromal cells, **(E)** endothelial, **(F)** B cells, and **(G)** lymphocytes from controls (cI73T), 14 day (t14d I73T), and 42 day (t42d I73T) post SP-C<sup>I73T</sup> induction.

## Macs\_Trem2

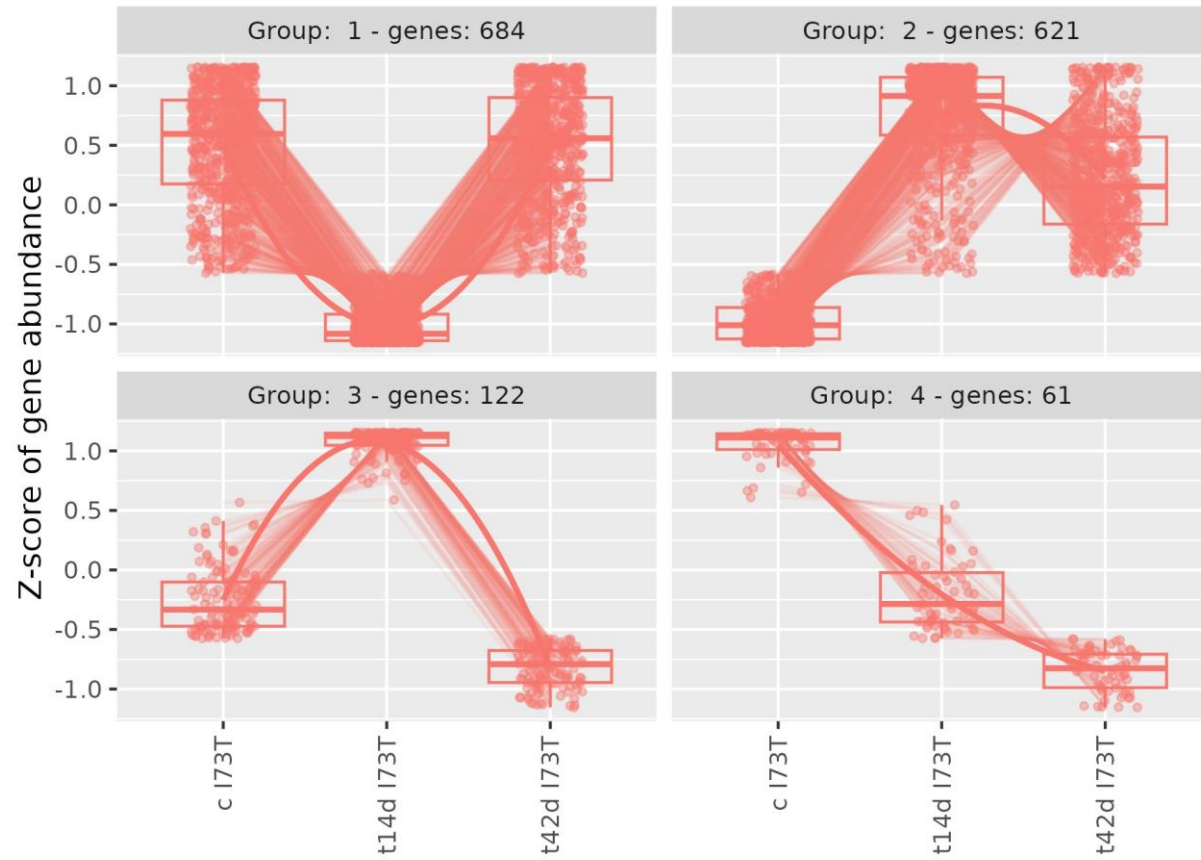

**Supp. Figure 5. Pseudobulk analysis of Trem2+ macrophages during SP-C<sup>I73T</sup> injury.** Z-score of gene abundance in Trem2+ macrophages at steady state conditions, 14 days or 42 days post SP-C<sup>I73T</sup> injury. Four gene expression patterns (groups) are shown.

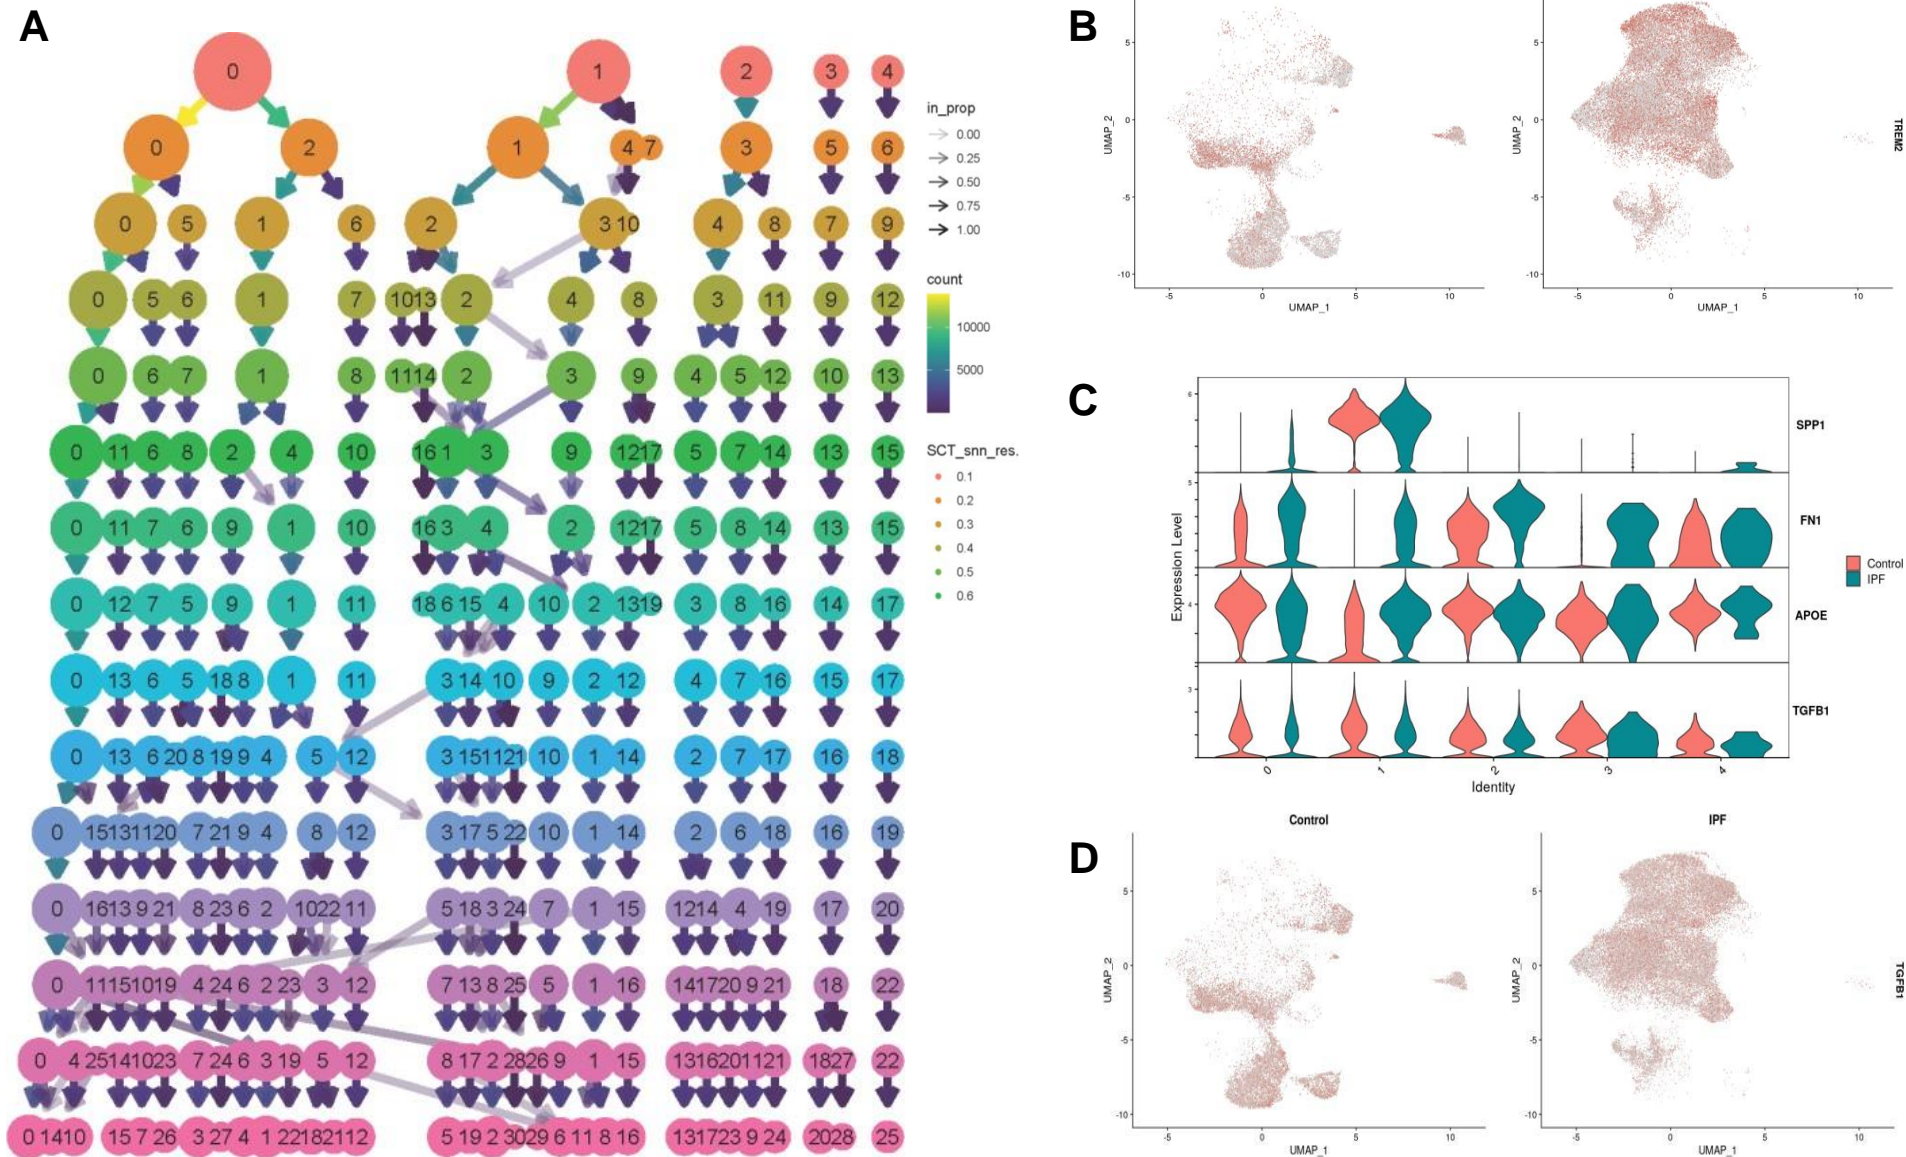

**Supp. Figure 6. Single-cell RNA sequencing analysis in the healthy and IPF (human) lung. (A)** Clustering tree for dataset GSE136831 depicting proportion and size of annotated clusters at resolutions varying from 0.1 to 1.5. Analysis was performed at 0.1 resolution. **(B)** Split identity UMAP showing expression distribution for *TREM2* in control and IPF lungs. **(C)** Violin plots depicting expression levels for *SPP1*, *FN1*, *APOE*, and *TGFB1* in each of the 5 annotated clusters. Note pink color identifying controls, and blue identifying IPF. **(D)** Split identity UMAP showing expression distribution for *TGFB1* in control and IPF lungs.

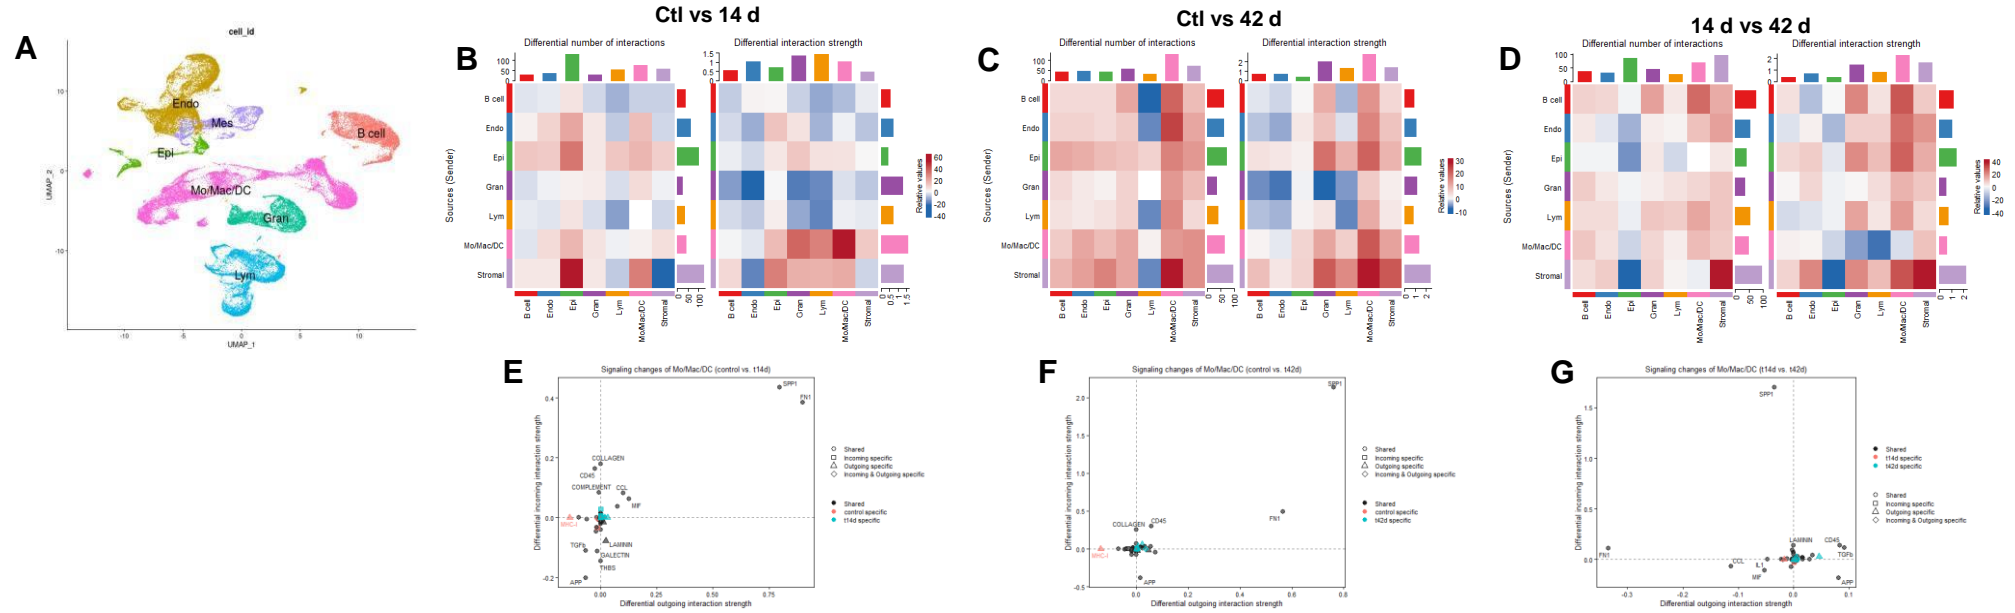

**Supp. Figure 7. Cell-cell communication analysis in the SP-C<sup>173T</sup> lung.** (A) UMAP depiction of cell distribution among “macro-clusters” (epithelial, endothelial, stromal, B cells, granulocytes, lymphocytes, and Mo/Mac/DCs). (B-D) CellChat based pairwise comparison examining ligand/sender (y-axis) and receptor/receiver (x-axis) signals between (B) controls and 14 days, (C) controls and 42 days, and (D) 14 days and 42 days. (E-G) Prediction of differential signaling pathways in the monocyte/macrophage/DC macro-cluster between (E) controls and 14 days, (F) controls and 42 days, and (G) 14 days and 42 days datasets. Plot legend describes directionality (circle - shared, square – incoming specific, triangle – outgoing specific, diamond – incoming and outgoing specific) and specificity of the signal (black - shared, orange – control specific, cyan – injury/tamoxifen specific).

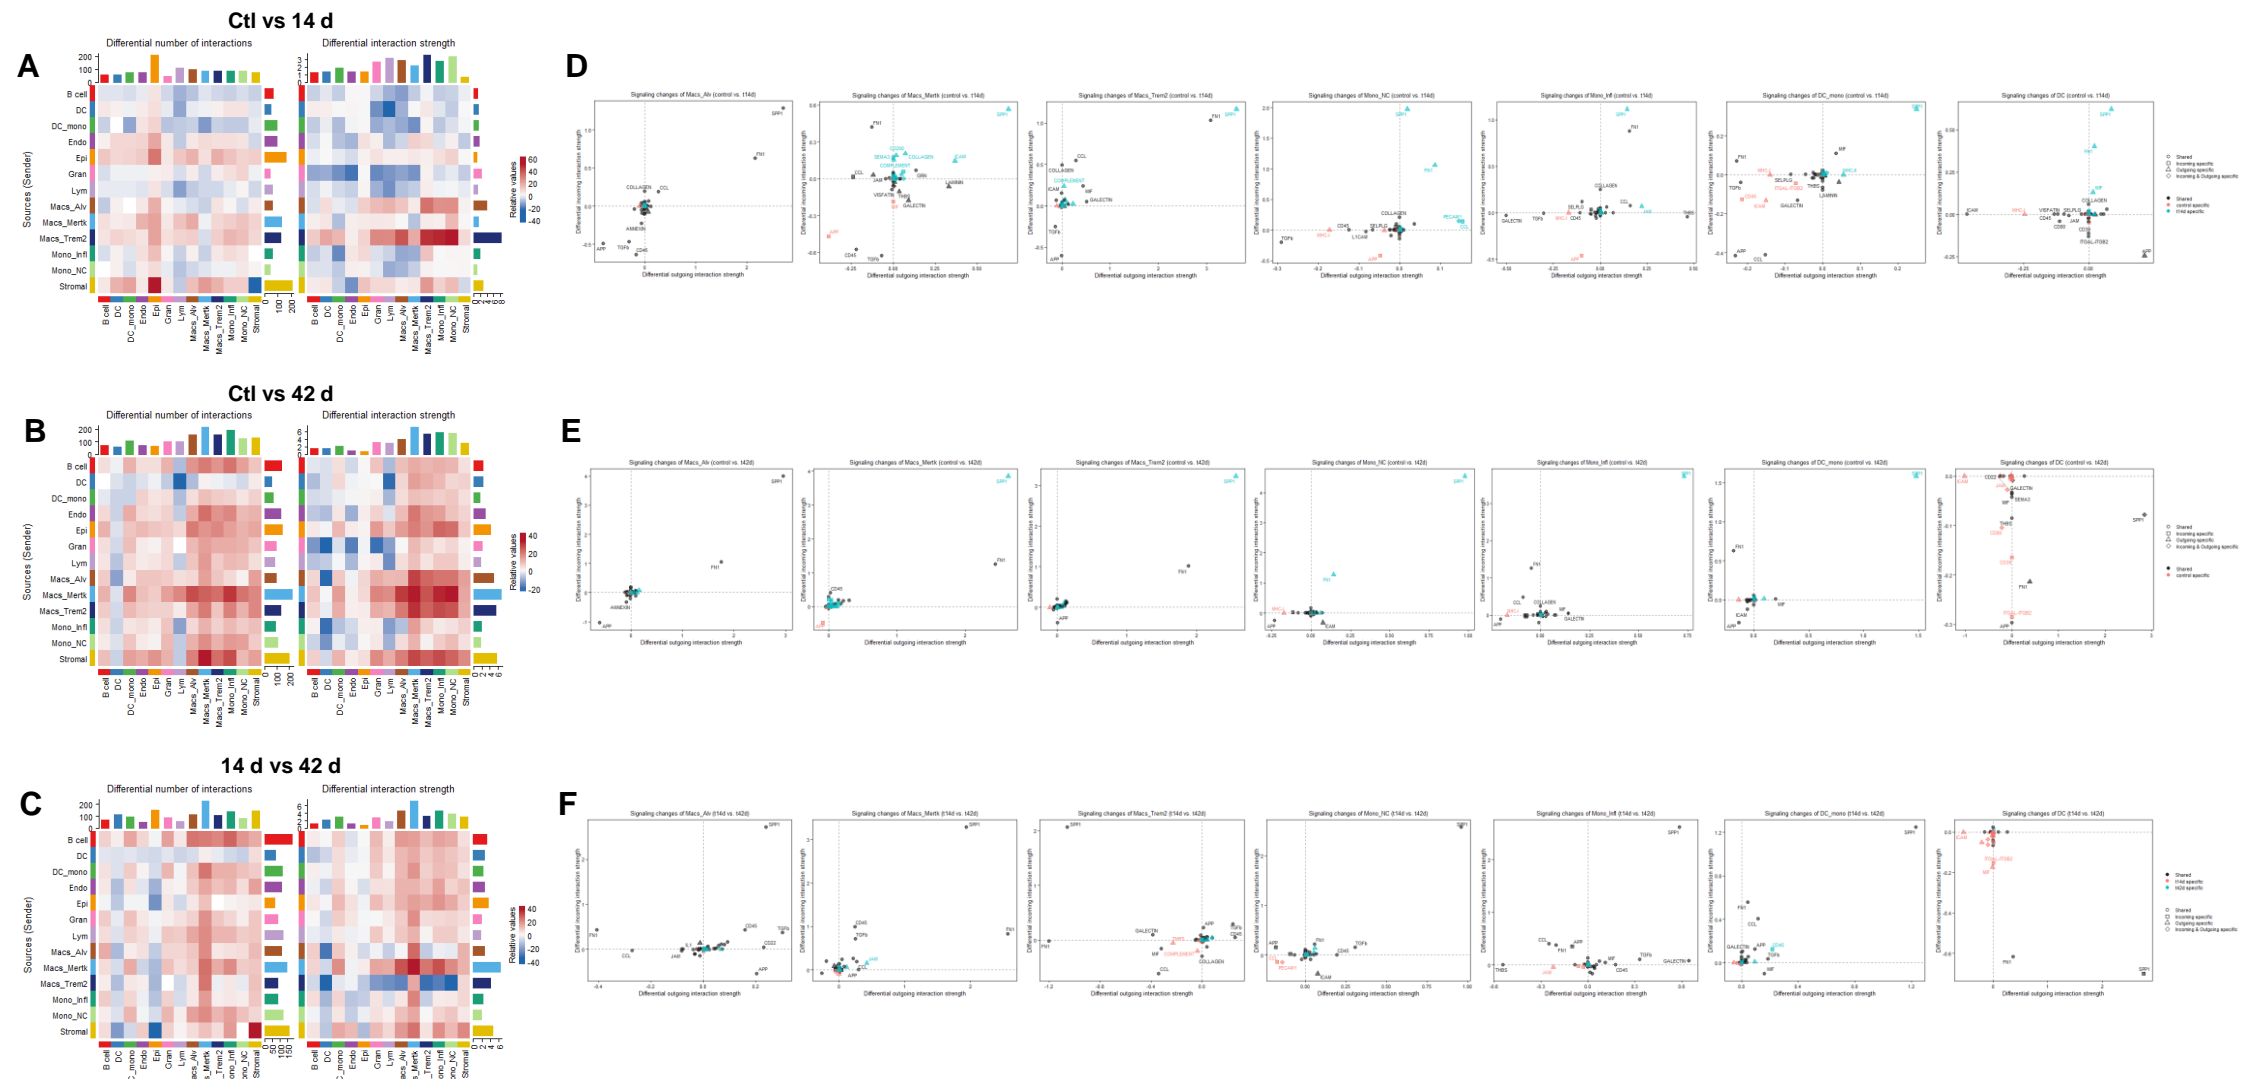

**Supp. Figure 8. Cell-cell communication analysis in individual monocyte and macrophage clusters during SP-C<sup>173T</sup> injury.** (A-C) CellChat based pairwise comparison examining ligand/sender (y-axis) and receptor/receiver (x-axis) signals between (B) controls and 14 days, (C) controls and 42 days, and (D) 14 days and 42 days. Note that monocyte/macrophage/DC macro-cluster was split into: DC, monocyte-derived DC, alveolar macrophages, *Trem2*<sup>+</sup> macrophages, *Mertk*<sup>+</sup> macrophages, classical and inflammatory monocytes. (E-G) Prediction of differential signaling pathways in the monocyte/macrophage/DC macro-cluster between (E) controls and 14 days, (F) controls and 42 days, and (G) 14 days and 42 days datasets. Plot legend describes directionality (circle - shared, square – incoming specific, triangle – outgoing specific, diamond – incoming and outgoing specific) and specificity of the signal (black - shared, orange – control specific, cyan – injury/tamoxifen specific).

How the deposited data were processed for this re-analysis (not part of the article)

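Spatial RNA data of 12 lung regions were used, with 2 segments per region and 1 reaction without tissue. The 3 healthy regions came from 1 control mouse, and the 4 peri-injured and 5 injured regions came from 1 mouse 14 days after induction of SP-C I73T. The paper describes regions of the same class as technical replicates. Sample conditions were taken from the sample labels and checked against the segment annotation in Supplementary Table 1. Since each class comes from 1 mouse, no test could be made over animals. All p-values given here are over regions and too small for a statement about animals, and comparisons with healthy regions cannot be separated from a difference between the 2 mice. The other experiments of the paper (flow cytometry, bulk and single-cell RNA sequencing) were not analysed here.

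The deposited values are raw counts per probe, which the authors made by trimming and stitching the reads, aligning them to the probe barcodes of the Mouse Whole Transcriptome Atlas and removing duplicates by unique molecular identifier, with version 2.3.4 of the GeoMx NGS Pipeline according to the count files and 2.3.5 according to their metadata sheet. The count files are not normalized or filtered, and a probe without a count is left out of a file, which was read as 0. The areas of the segments came from the authors' deposited worksheet, and the areas and totals of the CD68 segments were checked against Supplementary Table 1. Slide coordinates, nuclei, deconvolution shares and principal components of the paper came from that table. The authors then filtered on the limit of quantitation, normalized to Q3 and fitted a linear mixed model. The methods give a filter of 55% of that limit and 6000 genes, whereas the data set behind the expression sheets of Supplementary Table 1 is named with 40% and 10k genes. Those sheets were held only in part and were not used.

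Probes are listed by barcode identifier, and the sources used here do not pair them with gene symbols. The named genes, Reactome pathways and cell markers of the paper were therefore not analysed here. Negative control probes are not marked, so that the limit of quantitation was not computed. In its place, the 6000 probes with the highest mean share of the counts were kept, chosen separately for the CD68 segments, the non-immune segments and both together. Of the 20175 probes, 4338 had a count in all 24 segments.

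Counts of the kept probes were tested with the quasi-likelihood test of edgeR 4.0.16 (in R 4.3.3), with normalization to the upper quartile (75th percentile), 1 fit over the 12 segments of a compartment with a term for each region class, and Benjamini-Hochberg adjustment over the probes tested. A probe was called at an adjusted p under 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. For both compartments together, 1 fit had a term for each compartment and region class, and tested the compartments against each other (mean over the 3 classes) and the interaction, which is the difference between the compartments in the change from injured to peri-injured regions. The CD68 and the non-immune segment of a region come from the same place, so the region numbers pair them. Their deviations from the class means correlated between 0.005 and 0.129 over the 12 pairs (median 0.055), with 2 pairs above 0.1, against a median of -0.014 for segments of different regions. The fit with the region as a block is given where it changed a count by more than 1.5 times.

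Clustering by region class was measured on the log2 of normalized counts plus 1 by the pseudo-F of Euclidean distances, with an exact test over all assignments of segments to classes. Principal component 1 was compared with the log10 of the total count by 100000 permutations, as the only component computed here that was tested in this way, and so were the first 3 components in the paper's table. The distances between class means have a jackknife standard error over segments. Exact tests of 4 against 5 regions are two-sided, with 2 times the smaller tail, and cannot give a p below 0.0159. The share of background counts in a segment was estimated as the mean count of the 2018 least abundant probes, chosen in the other compartment, times the number of all probes, divided by the total. The 95% interval of a background share is an exact Poisson interval, those of percentages of probes are exact binomial intervals, and none covers variation between animals. Thinning drew counts at random without replacement to the total of the shallowest segment in a fit (21955 counts, peri-injured region 9, for CD68 segments), with a fixed seed. The plots were drawn with matplotlib 3.10.9 in Python 3.11.15.

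The tests were checked on simulated counts with the means and totals of the real segments, with 200 of 6000 probes changed. The other probes had the same mean share in all segments and a smooth trend of spread. False calls from counts in a single segment or from a difference in background share were thus not covered. Between peri-injured and injured CD68 segments, limma recovered 35.4% of 4-fold changes. DESeq2 recovered 76.8% of those to which it gave an adjusted p. Changed probes without an adjusted p were left out of that value, so it cannot be set against those of limma and edgeR. In non-immune segments, the edgeR test recovered 85.6% of 2-fold and 100% of 4-fold changes, with 7.8 false calls on average. The interaction test recovered 61.5% of 4-fold changes, with 6.2 false calls, and 56.6% with the region as a block. No probe was called in simulated data without changes in either compartment. The estimate of the background share read high, with 31.7% for a simulated share of 25% and 45.4% for 40%.

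The rule for the items named in the text was that, where probes have no gene symbol, only the 2 probes with the largest rise and the 2 with the largest fall among those called in peri-injured against injured CD68 segments are named. Before the data were examined, the following alternatives were chosen: TMM normalization, DESeq2 1.42.0 with its size factors, limma 3.58.1 on log2 values with a pseudocount of 1 or 0.5, the 10000 or 1000 probes with the highest share, edgeR's filter on low counts, no filter, thinning to equal depth, an unadjusted p of at most 0.05, fits with only the 2 classes compared, the region as a block, scaling each probe to unit variance, and leaving out each region in turn. In some fits, DESeq2 replaced its parametric dispersion trend by a local regression. Chosen after the data were seen were the subtraction of background counts, edgeR's deviances adjusted for small counts, equal group sizes of 3 regions per class, and the subtraction of within-class variance from squared distances, with all counts and after thinning.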

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

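Tests on other splits of the segments, on depth, on area, on counting error and on the 2 mice were chosen after the results they bear on were seen, and those on background counts and on signal shared between segments were chosen before. All tests are over regions of 1 mouse per class.

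In the injured CD68 segments, region 5 stood apart with a total of 119493 counts, against a mean of 76032 ± 5522 (SD) in the other 4, and with 19702 probes with a count, against 18735 ± 125 (SD). In 44 combinations of a measure and a class of 4 or 5 segments, 3 values stood apart in this way, 2 of them these values of region 5, where chance gives about 1 in 20. The segment also had the largest area of the 5, at 20897. Per 1000 units of area it held 5718 counts, the lowest of the injured segments (up to 8237), so its area may account for the higher total. At the total of the shallowest injured segment, 71786 counts, region 5 would have 18496 probes with a count, within the range of the other 4 (18407 to 18629), so depth may account for the number of probes. No biological explanation was tested.

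The estimated share of background counts was 34.7% in peri-injured CD68 segment 9, against 27.7% ± 0.476 (SD) in the other 3 peri-injured CD68 segments (up to 28.2%). Region 9 is the shallowest segment, but counting error argues against chance in its low count alone, since the 95% interval of the share (32.2% to 37.2%) lies above the other 3. The non-immune segment of the same region also had the highest share of its class, at 34.1% against 30.4% to 31.7%. Region 9 was the farthest from the injured regions and its CD68 segment had the smallest area, so its position and its small area stay open.

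The paper does not report on the non-immune segments, and these held more called probes than the CD68 segments. Peri-injured against injured, 1585 of 6000 probes differed (634 higher and 951 lower in peri-injured segments). With TMM normalization, 868 were higher and 413 lower, and with DESeq2 695 were higher and 282 lower, so the prevailing direction depends on the scaling. The median log2 fold change over all probes was -0.17 with the upper quartile and -0.03 with TMM. Only 1 of 100 splits of the 9 regions, the real one, gave as many calls. The highest of the others gave 418, which argues against chance for these regions. A difference in depth as the whole cause is argued against by 223 calls after all non-immune segments were thinned to 1 total. Of these, 179 were higher and 44 lower, so few lower calls remained and the prevailing direction changed. Fewer counts also lower the power. The share of background counts was lower in peri-injured segments (31.9% ± 1.57, SD, n = 4) than in injured ones (39.1% ± 1.42, SD, n = 5), without overlap (exact permutation test over regions, p = 0.0159, adjusted over 6 such tests 0.0476). A change in this share alone can raise a log2 value by at most 0.16, and 95.3% of the 634 higher probes lay above that limit by more than 2 standard errors. This argues against it for the higher probes, but only in part, since choosing probes by their call enlarges their change. It can lower a value to a log2 change of -0.51, or somewhat further, since the estimate of the share reads high. Only 11.3% of the 951 lower probes lay beyond -0.51 by more than 2 standard errors, although 928 of the estimates themselves lay below it, so for most lower probes the background share may be a cause and cannot be told apart from a change in expression. Without region 6, 806 probes were called, without region 8, 1049, and without region 10, 1056. A response of non-immune cells to the injury stays open as a hypothesis.

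Against healthy non-immune segments, 271 probes differed in peri-injured segments (161 higher and 110 lower) and 143 in injured segments (46 higher and 97 lower). For the latter, 24 were higher and 152 lower with TMM normalization, 29 higher and 179 lower with DESeq2, and limma called 210 higher and 135 lower. Of 35 splits of the peri-injured and healthy regions, only the real 1 gave as many calls (the highest of the others gave 31). Of 56 splits of the injured and healthy regions, again only the real 1 did (highest other 64). This argues against chance for these regions, but so few splits cannot exclude it. The classes come from 1 mouse each, and a difference between the 2 mice cannot be told apart from the injury by any value here. Without healthy region 1, 3 or 13, 131, 136 and 168 probes were called for peri-injured segments, and 74, 71 and 94 for injured ones. Injured against healthy, 93 were called without region 7 and 233 without region 5.

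Between CD68 and non-immune segments, 749 probes differed (172 higher and 577 lower in CD68 segments). When the 2 segments of some regions were exchanged, only 1 of 100 exchanges, the real assignment, gave as many calls, and the highest of the others gave 144. The non-immune segments are deeper, but after all 24 segments were thinned to 21955 counts, 116 probes differed, with 61 higher and 55 lower, which argues against depth as the whole cause. The number of calls and the balance of higher and lower ones moved with depth and scaling. The median log2 fold change over all probes was -0.23 with the upper quartile and -0.08 with TMM, and with TMM 210 probes were higher and 309 lower. A difference between cell types is what the segmentation was made for, and gene symbols would be needed to weigh it.

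The change from injured to peri-injured regions differed between CD68 and non-immune segments for 49 probes (test of the interaction, edgeR), of which 44 changed more towards higher values in CD68 segments. With the region as a block there were 78 (68 and 10). Of 100 splits of the 9 regions, only the real 1 gave as many calls. The highest of the others gave 12, which argues against chance for these regions. Whether depth is the cause cannot be told apart at this depth. After thinning, edgeR called 0 probes, and 302 had an unadjusted p of at most 0.05, about the number expected without any difference, but thinning also removed most of the counts of the non-immune segments. Without region 6 the test called 11 probes, without region 10, 27, and without region 7, 29.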

How the results depend on the processing

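Tests with equal group sizes, background subtraction, deviances adjusted for small counts and subtraction of within-class variance (with all counts or after thinning) were chosen after the data were seen. The separation of CD68 segments by region class kept its side of the threshold under all 6 alternatives (pseudo-F 1.34 to 3.30, exact p at most 1.1e-04) and with each of the 12 regions left out (pseudo-F 1.61 to 1.92, p at most 0.00173). The distance from injured to healthy segments, divided by that from peri-injured to injured ones, lay between 0.858 and 1.08 with 1 region left out. It moved by less than its standard error under 7 alternatives (0.798 to 0.99). With thinning and subtraction of the within-class variance together, it moved further (0.701, the cause was not tested). Divided by that from peri-injured to healthy segments, it lay between 0.851 and 0.942 with 1 region left out. It moved by less than its standard error under the 6 alternatives chosen beforehand (0.861 to 0.999). With the within-class variance subtracted, it moved further (1.02, the cause was not tested), and this gave 0.868 after thinning. Both standard errors were computed from the fits with 1 region left out, so those fits are no separate check of stability. The ratio of the total counts of proximal to distal segments lay between 2.77 and 4.17 with 1 region left out.

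The correlation of principal component 1 with depth lost its call with the 1000 most abundant probes (r = -0.26, the cause was not tested), after thinning (r = -0.28), where the differences in depth were removed, and without region 9 (r = -0.34). Over all regions left out in turn, r lay between -0.77 and -0.34. The distance between proximal and distal segments, divided by that of the other pairings, was 1.11 and moved to 1.063 with TMM normalization, 1.053 with 10000 probes, 1.01 with 1000 probes (the cause was not tested) and 1.00 after thinning, where depth was made equal. With 1 healthy or injured region left out, it lay between 1.11 and 1.12. Such fits keep the same peri-injured segments and probes, so they cannot test its stability.

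The numbers of called probes moved by more than 1.5 times under many alternatives. For CD68 segments, the counts were 265 for peri-injured against injured (P-I), 91 for peri-injured against healthy (P-H) and 43 for injured against healthy (I-H), and the values below follow this order. After thinning they were 65, 41 and 28, where fewer counts lower the power, and at an unadjusted p of at most 0.05 they were 1126, 669 and 596. With 3 regions per class, the medians were 71.5, 90.5 and 28.5. Limma called 163 (96 higher, 67 lower) for P-I with a pseudocount of 1, and 125 for P-I and 25 for I-H with 0.5. Without a filter, 473 probes were called for P-I and 165 for P-H, and edgeR's filter gave 82 for I-H. The cause was not tested for limma and the filters. DESeq2 called 204 for P-I, with 164 higher and 40 lower. The share of higher probes for P-I was 69.4% with the 6000 probes, 91.3% without a filter, 47.7% after thinning and 39.6% with edgeR's filter. Most calls were thus higher with the 6000 probes and without a filter, but not after thinning or with edgeR's filter. For P-H, edgeR's filter gave 67 higher and 65 lower, or 50.8%, against 81.3%. With 1 region left out, the 3 counts lay between 100 and 309, between 33 and 124 and between 22 and 37. Regions that moved a count by more than 1.5 times were 6 (100), 10 (127), 8 (150), 4 (153) and 7 (161) for P-I, healthy 1 (33) and 13 (47) for P-H, and healthy 1 (22), healthy 13 (24) and injured 5 (28) for I-H.

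For non-immune segments, the counts in the same order were 1585, 271 and 143. After thinning they were 223, 133 and 81, at an unadjusted p of at most 0.05 2424, 1031 and 1078, and with 3 regions per class the medians were 656.5 for P-I and 81.5 for I-H. For P-I and I-H, limma called 811 and 345 with a pseudocount of 1 and 806 and 330 with 0.5, and 516 and 361 after subtraction of background counts. DESeq2 called 977 for P-I. The cause was not tested for these tools. With 1 region left out, the counts lay between 806 and 1788, between 131 and 266 and between 71 and 233. Regions that moved a count by more than 1.5 times were 6 (806), 8 (1049) and 10 (1056) for P-I, healthy 1 (131), 3 (136) and 13 (168) for P-H, and healthy 1 (74), 3 (71) and 13 (94) and injured 5 (233) and 7 (93) for I-H.

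With the region as a block, the interaction of compartment and region class had 78 called probes in place of 49, and the comparison of CD68 with non-immune segments had 773 in place of 749. No block applies to the other comparisons, which hold 1 segment per region. After thinning, the interaction had 0 called probes by edgeR (302 with an unadjusted p of at most 0.05) and the comparison of compartments had 116. With 1 region left out, they lay between 11 and 51 and between 523 and 773. For the interaction, region 6 (11), 10 (27) and 7 (29) moved the count by more than 1.5 times.

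Of the 4 named probes, RTS0078421 reversed, with a log2 fold change of -0.24 by limma with a pseudocount of 0.5 (the cause was not tested) and of -2.36 without region 10, which held 139 of its 140 peri-injured counts. With the other regions left out it rose to at most 3.83, without region 6. Over the 4 probes, 54 of the 72 alternatives that gave an adjusted p kept direction and call and 16 lost the call. DESeq2 gave no p-value for the 3 probes whose counts lie mostly in a single segment, as it does for outliers, and no adjusted p for RTS0064317, and edgeR's filter removed all 4.

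Depth limits these results in CD68 segments, where a median probe had 2.5 counts. On simulated counts for peri-injured against injured segments, 6.0% of 2-fold changes were recovered. The alternatives for the paper's named genes and Reactome pathways and the subtraction of negative control probes were not run, since probes have no gene symbols here and negative probes are not marked.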

Other observations

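Tests on other splits of the segments, on depth, on area and on the 2 mice were chosen after the results were seen. Those on background counts, on signal from non-immune cells, on the number of regions and on the macrophage share were chosen before. All are over regions of 1 mouse per class.

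For the CD68 comparisons, splits of the same regions argue against chance, but less strongly where few splits exist. Such splits treat regions as exchangeable, which neighbouring regions of a section need not be. Peri-injured against injured, 1 of 100 splits of the 9 regions, the real one, gave as many as 265 calls, and the highest of the others gave 107. Peri-injured against healthy, it was 1 of 35 splits (91 calls, highest other 66), and injured against healthy 1 of 56 (43 calls, highest other 13). Low depth of the distal regions as the source of the first result is argued against by the proximal regions alone. With regions 9 and 12 left out, 287 probes were called against injured segments, the most of 21 splits, and the highest of the others gave 7.

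The share of background counts differed between region classes of the injured lung. In CD68 segments it was 29.4% ± 3.52 (SD, n = 4) in peri-injured and 39.2% ± 1.37 (SD, n = 5) in injured regions, without overlap (exact permutation test, p = 0.0159, adjusted over 6 such tests 0.0476), and 33.0% ± 4.37 (SD, n = 3) in healthy ones. The segment area is argued against as the cause, since the non-immune segments, where peri-injured region 10 has the largest area, show the same order of peri-injured and injured regions without overlap (exact permutation test, p = 0.0159). Healthy non-immune segments, at 40.7% ± 5.91 (SD, n = 3), overlapped the injured ones. A change in this share alone can raise a log2 value by at most 0.22, and 100% of the 184 higher probes lay above that by more than 2 standard errors. These probes were chosen by their call, which enlarges their change and makes such a percentage likely in any case. The percentage alone therefore cannot decide whether the share contributed to the called rises. For the 81 lower probes the limit is -0.79, and 55.6% (95% interval 44.1% to 66.6%) lay beyond it by more than 2 standard errors, although all 81 estimates lay below it (median -1.92). Since the interval reaches below 50% and the limit may lie deeper, a change in background share and a change in expression cannot be told apart for the lower probes as a set. Whether a lower cell density or less RNA per cell in the injured regions gave the larger share was not tested.

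A candidate explanation for calls in CD68 segments is signal from non-immune cells of the same region. Of 4586 probes tested in both compartments, 216 were called peri-injured against injured in CD68 segments. For 13 of these, or 6.02% (95% interval 3.24% to 10.1%), the change was larger in CD68 than in non-immune segments by the interaction test. Signal passed on in an equal share to all segments would not give such a change. The interval reaches the limit of 5% set beforehand, so the prediction stays undecided. That limit is not a rate of false calls, since the adjustment bounds these among all called interaction probes, not among probes chosen by their CD68 change. For the other 203, the median change in non-immune segments was 0.519 times that in CD68 segments (95% interval 0.462 to 0.544), and the sign was shared by 88.9% of the 216, against 72.0% of all probes. A total of 137 probes were called in both, where independent lists would share 59.7. A ratio under 1 would argue against such signal as the whole cause, but these probes were chosen by their change in CD68 segments, which enlarges that change, and the share of passed-on signal may differ between region classes. Signal from neighbouring cells and a change that both compartments share therefore cannot be told apart.

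More probes separated CD68 from non-immune segments in peri-injured regions than in the other classes. With 3 regions per class and every segment thinned to 21955 counts, a median of 81.5 probes were called in peri-injured regions (67 to 93 over 40 choices of regions), 15 in healthy and 15 in injured regions, so depth and number of regions are argued against. In the paper's deconvolution, the macrophage share of the CD68 segments is 57.4% ± 4.02 (SD, n = 4) in peri-injured, 24.4% ± 9.98 (SD, n = 5) in injured and 16.1% ± 4.46 (SD, n = 3) in healthy regions. If a larger macrophage share sets the segments of a region apart, their distance at equal depth should rise with it. Over the 8 healthy and injured regions it did (Spearman's rho 0.929, exact permutation p = 0.00223, Pearson's r 0.739, exact permutation p = 0.0355, and r 0.709 without regions 5 and 11), but the peri-injured regions, with the largest share, had the smallest distances (76.7 on average, against 84.4 and 88.5). These 8 regions fall into 2 classes whose means differ in both measures, although their shares overlap (10.97% to 19.22% in healthy and 14.82% to 39.92% in injured regions). Within each class the distance also rose with the share, except between injured regions 5 and 11. Between classes, the most calls went with the smallest distance, so the distance does not measure the number of calls. The correlation therefore cannot decide whether a larger macrophage share is the cause, which stays open beside other differences between the classes.

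On principal component 1, the CD68 segments followed depth by Pearson's r (-0.71) but not in rank (Spearman's rho -0.37, permutation p = 0.235). Among the fits with 1 region left out, the relation was weakest without region 9, where components computed anew gave an r of -0.34. It was also lost when every segment was thinned to the same total (r = -0.28), so the low depth of that segment may be its source. The separation of region classes did not come from depth as a whole, since it held after thinning (exact permutation p = 1.1e-04). For the distance between proximal and distal peri-injured segments, depth is a candidate explanation. It was 1.11 times that of the other pairings with all counts, 1.01 times with the 1000 most abundant probes and 1.00 times after thinning. Thinning adds counting noise, which pulls such a ratio towards 1. Pairs of peri-injured and injured segments kept a ratio of 1.06 to 1.21 after the same thinning over all 60 choices of 2 against 2, so the noise did not hide a difference of that size, but a smaller one between proximal and distal segments would not be seen. Proximity, area and depth run together in these 4 regions, and the effect of proximity itself on single genes was not analysed here.

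The paper's own principal components in Supplementary Table 1 were also set against depth. Its component 2 rose with the log10 of the total count in rank (Spearman's rho 0.636, permutation p = 0.0311), which did not pass adjustment over the 3 components (p = 0.0933), with a Pearson's r of 0.482 (permutation p = 0.111, adjusted over 3 components 0.33) and of 0.923 without the 2 segments farthest from the median depth. For components 1 and 3, r was -0.23 and 0.0815.

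Comparisons of any class with healthy segments also compare the 2 mice. With 1 mouse per class, a difference between mice and an effect of the injury cannot be told apart for any of these probes. In the paper's table of pathways for healthy against injured regions, of which 703 pathways are held here, the highest normalized enrichment score is that of the Olfactory Signaling Pathway, at 1.93 (the paper's adjusted p = 0.0807). Its probes were not analysed here.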
